# Hog1 bypasses stress-mediated down-regulation of transcription by RNA polymerase II redistribution and chromatin remodeling

**DOI:** 10.1186/gb-2012-13-11-r106

**Published:** 2012-11-18

**Authors:** Mariona Nadal-Ribelles, Núria Conde, Oscar Flores, Juan González-Vallinas, Eduardo Eyras, Modesto Orozco, Eulàlia de Nadal, Francesc Posas

## Abstract

**Background:**

Cells are subjected to dramatic changes of gene expression upon environmental changes. Stress causes a general down-regulation of gene expression together with the induction of a set of stress-responsive genes. The p38-related stress-activated protein kinase Hog1 is an important regulator of transcription upon osmostress in yeast.

**Results:**

Genome-wide localization studies of RNA polymerase II (RNA Pol II) and Hog1 showed that stress induced major changes in RNA Pol II localization, with a shift toward stress-responsive genes relative to housekeeping genes. RNA Pol II relocalization required Hog1, which was also localized to stress-responsive loci. In addition to RNA Pol II-bound genes, Hog1 also localized to RNA polymerase III-bound genes, pointing to a wider role for Hog1 in transcriptional control than initially expected. Interestingly, an increasing association of Hog1 with stress-responsive genes was strongly correlated with chromatin remodeling and increased gene expression. Remarkably, MNase-Seq analysis showed that although chromatin structure was not significantly altered at a genome-wide level in response to stress, there was pronounced chromatin remodeling for those genes that displayed Hog1 association.

**Conclusion:**

Hog1 serves to bypass the general down-regulation of gene expression that occurs in response to osmostress, and does so both by targeting RNA Pol II machinery and by inducing chromatin remodeling at stress-responsive loci.

## Background

Yeast cells undergo major changes of gene expression in response to stress [1]. Global gene expression in response to osmostress in yeast has been studied in detail [2-9]. Major changes of gene expression occur in response to stress; many genes are down-regulated together with the up-regulation of a set of stress-responsive genes.

Activation of the high osmolarity glycerol (HOG) pathway upon stress regulates many aspects of cell physiology, including gene expression. The p38-related Hog1 stress-activated protein kinase (SAPK) is the master protein for reprogramming gene expression in response to osmostress through different specific transcription factors [5,7]. Hog1 is recruited to the osmoresponsive genes by these specific factors [10-17]. Once bound to chromatin, Hog1 serves as a platform to recruit RNA polymerase II (RNA Pol II) [13] and associated transcription factors [12,18-20]. Hog1 is present also at the coding regions of stress-responsive genes [15-17], where the kinase is essential for increased association of RNA Pol II and efficient mRNA production in response to osmostress [17]. Moreover, nucleosome positioning of specific stress-responsive loci is altered dramatically in a Hog1-dependent manner through the chromatin structure remodeling (RSC) complex upon osmostress [21].

Here, we assessed the genome-wide enrichment of RNA Pol II and Hog1 in response to stress by chromatin immunoprecipitation (ChIP) followed by sequencing (ChIP-Seq) as well as the re-organization of nucleosomes at stress-responsive loci by micrococcal nuclease followed by sequencing (MNase-Seq). We define a comprehensive picture of the genome-wide regulatory organization of the genome in response to stress and reveal Hog1 as the key protein needed to coordinate RNA Pol II relocalization, chromatin re-organization and osmospecific gene expression.

## Results and discussion

### Stress induces a rapid recruitment of RNA Pol II at stress-responsive loci

Analyses of gene expression have shown there is a rapid and strong induction of a set of stress-responsive genes in response to stress [2-9]. We quantified the increased fold induction of gene expression of 662 stress-responsive genes from microarray analysis (Materials and methods) and found an overall 6.4-fold increase of gene expression upon osmostress (0.4 M NaCl for 10 minutes). 

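The gene expression data come from 3 independent cultures of BY4741, a haploid laboratory strain of budding yeast in which LEU2, URA3, MET17 and HIS3 are deleted in whole or in part. For each culture, RNA from cells stressed with 0.4 M NaCl and RNA from untreated cells were hybridized together to 1 array, so that each value is a ratio within an array. Untreated RNA was labelled with Cy5 and RNA from stressed cells with Cy3 on all 3 arrays, with no exchange of the dyes. A dye effect particular to a gene would repeat on every array. No test of these ratios can tell it apart from an effect of NaCl, which holds for every gene called below. The duration of the stress is 10 minutes in the text of the results and 15 minutes in Materials and methods, the legend of Figure 1 and the sample labels. The authors deposited 1 normalized ratio per spot, made with limma according to the submitters' processing notes. The background correction and normalization are not given in the sources used here, and spot intensities were not analysed here. The log base and the direction of the ratio are not stated with the values and were settled by a rule fixed before the data were examined. Genes of the paper's osmoresponsive table, which were selected at a fold change over 1.75, were above 0 on every array, and their lowest mean value was 0.72, near the 0.81 that is the log2 of 1.75. The values were therefore read as log2 ratios of NaCl over untreated cells. The median over genes was -0.0010, -0.013 and -0.023 on the 3 arrays, so a change shared by all transcripts would not appear in these ratios. Of 45220 spots, 28532 (63.1%) carried 1 gene symbol and none carried several. They measured 4069 genes, 4062 of them with 7 spots each, and the 16688 spots without a symbol entered no value per gene. The spots of a gene were averaged on each array, and limma tested each gene against no change, with Benjamini-Hochberg adjustment over the 4069 genes and a threshold of 0.05. Of all genes, 1093 (26.9%) rose and 1135 (27.9%) fell past this threshold, shares to be held beside the counts of each list below. Across genes, Pearson's correlation was 0.971 between replicates 2 and 3, 0.931 between replicates 1 and 2 and 0.890 between replicates 1 and 3, so replicate 1 stood further from the other arrays. The number of arrays limits the precision. In data simulated with the SD of each gene, limma recovered 11 of 50 genes changed by 0.4 on the log2 scale. It recovered 45 of 50 changed by 0.8 and 48 of 50 changed by 1.5. The simulation gave 159 calls in all, against 2228 on these arrays, so the adjustment was stricter there. These shares are therefore no measure of the sensitivity of the real test.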

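The largest increases upon osmostress were those of STL1, which encodes a glycerol symporter, at 263-fold (log2 ratio 8.04 ± 0.54, SD, n = 3, adjusted p = 4.32e-08 from limma), ALD3, an aldehyde dehydrogenase gene, at 122-fold (6.94 ± 0.35), CTT1, which encodes the cytosolic catalase, also at 122-fold (6.93 ± 0.33), and PUT4, a proline permease gene, at 115-fold (6.84 ± 0.45). PHM7, HXT5, TKL2, PRM10, HSP12, SOL4, MSC1, HSP42, HBT1, TPO4 and GAL2 completed the 15 highest, with log2 ratios from 6.77 for PHM7 to 4.78 for GAL2. Of 12 genes of glycerol metabolism and transport, 8 rose, none fell and 4 did not pass the test. Among them were GPD1 (18.2-fold) and GPP2 (19.4-fold), which encode enzymes of glycerol production, while the glycerol channel gene FPS1 had a log2 ratio of -0.23 and did not pass (adjusted p = 0.124). Of 18 genes of trehalose and glycogen metabolism, 16 rose and none fell, including TPS2 (27.2-fold) and TSL1 (20.2-fold) of trehalose synthesis and GSY1 (23.1-fold) and GLC3 (21.8-fold) of glycogen synthesis. Of 24 chaperone and heat shock genes, 15 rose, 2 fell and 7 did not pass. HSP12 rose by 5.56 on the log2 scale, HSP42 by 5.20 and the disaggregase gene HSP104 by 2.62, and SSE1 fell by 0.46, a call lost without replicate 2 (adjusted p = 0.0582). Of 22 genes of oxidative stress defence, 12 rose, 1 fell and 9 did not pass. Next to CTT1, the increases were smaller in this list, such as 1.34 for the glutaredoxin gene GRX2 and 0.85 for the superoxide dismutase gene SOD1 on the log2 scale, and GSH1 of glutathione synthesis fell by 0.46, a call lost without replicate 2 (adjusted p = 0.0850). Of 17 genes of the pentose phosphate pathway and acetaldehyde oxidation, 10 rose, 2 fell and 5 did not pass, with TKL2 at 88.0-fold, SOL4 at 45.0-fold and ALD4 at 17.8-fold, while ALD5 fell by 1.14 on the log2 scale. Of 19 hexose transporter and sensor genes, 9 rose, 1 fell and 9 did not pass, with HXT5 at 88.7-fold, GAL2 at 27.5-fold and HXT6 at 4.39-fold, and HXT8 fell by 0.30 on the log2 scale, a call lost without replicate 2 (adjusted p = 0.228) and without replicate 3 (0.0533). Adjusted over the list alone, each of these 6 lists had the same numbers of genes that rose and fell. Against all other genes, camera of limma gave adjusted p = 0.000586 for glycerol, 1.28e-10 for trehalose and glycogen, 0.000286 for chaperones, 0.00751 for oxidative stress defence, 0.00118 for the pentose phosphate list and 0.00118 for the hexose transporters, at a preset correlation of 0.01. With an estimated correlation, adjusted p was 0.332 for chaperones, 0.482 for oxidative stress defence and 0.286 for the other 4 lists. In that setting camera takes its degrees of freedom from the 3 arrays, so hardly any list could pass. Losing the call there does not show that correlation within a list explains its result. In the paper's table of osmoresponsive genes, of which all but 1 of 662 ORFs were at hand, 385 ORFs carry a gene name on the array. Their mean fold change was 6.83 ± 0.92 (SD, n = 3), with 5.76, 7.31 and 7.42 on the 3 arrays, and all 385 rose, also when adjusted over the list alone. The table was chosen on these arrays, so this is not independent evidence of the direction. A few genes with very high folds weigh on this mean: the geometric mean over the same genes was 3.28 and the median 2.34. Spots of near-identical genes, such as HXT6 and HXT7, may measure both.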

The induction pattern of these osmoresponsive genes in other stress conditions, such as heat shock (15 minutes at 37°C), oxidative stress (320 mM H_2_O_2_, 30 minutes), protein folding (250 mM dithiothreitol, 60 minutes) and amino acid starvation (30 minutes) [2] showed that osmoresponsive genes display a different expression pattern depending on each stress. In general, there is a poor overlap among the different stresses, with heat and osmostress overlapping the most (32%; Figure S1 in Additional file 1).

Whilst osmostress-induced genes showed a clear induction upon stress, the overall transcription of the whole genome, excluding the set of osmostress-induced genes, showed a 0.16-fold reduction in gene expression upon stress (Figure 1a). These data are consistent with previous reports [9] and indicate there must be a specialized mechanism that permits specific gene expression when global down-regulation of gene expression occurs.

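Of the 3684 named genes outside the paper's osmoresponsive table, 1135 fell, 708 rose and 1841 did not pass the test (1113 fell and 693 rose when adjusted over these genes alone). Without replicate 2, 695 genes fell. The genes that fell furthest were TPO2, which encodes a polyamine exporter (log2 ratio -3.70 ± 0.20, SD, n = 3, adjusted p = 1.14e-07 from limma), PHM6 (-2.89 ± 0.23), HPT1 of purine salvage (-2.59 ± 0.32), the ferric reductase gene FRE1 (-2.49 ± 0.25) and the phosphate transporter gene PHO84 (-2.42 ± 0.27). Of 90 genes of ribosome biogenesis, 70 fell, none rose and 20 did not pass (73 fell when adjusted over the list alone), with MAK16 at -1.95, SOF1 at -1.95 and UTP4 at -1.94 on the log2 scale. All 7 subunits shared between RNA polymerases fell, including RPC19 at -1.89 and RPB8 at -1.04, and so did 6 of 7 subunits of RNA polymerase I, among them RPA12 at -1.78, and 8 of 10 of RNA polymerase III, among them RPC25 at -1.24. Of 7 subunits of RNA polymerase II that are not shared, 3 fell, with RPO21 at -0.66, 2 rose, with RPB4 at 0.64, and 2 did not pass. Of 22 cyclins and cell cycle regulators, 11 fell, 4 rose and 7 did not pass (12 fell when adjusted over the list alone). The mitotic cyclin gene CLB2 stood at -1.81 and the G1 cyclin gene CLN2 at -1.14, and CDC28, which encodes the cyclin-dependent kinase, rose by 0.89. Of 11 histone genes, 7 fell, none rose and 4 did not pass, with HTB1 at -0.95 and HHT1 at -0.78. Of 61 genes listed for the mitochondrial ribosome, 28 fell, 6 rose and 27 did not pass, with MRPS9 at -1.02, and MRP8, which entered the list by its name, rose by 1.74. Adjusted over the list alone, the counts for the polymerase, histone and mitochondrial ribosome lists were the same. Camera of limma gave adjusted p = 8.31e-16 for ribosome biogenesis, 0.00118 for the shared subunits, 0.0108 for polymerase I, 0.00167 for polymerase III, 0.383 for polymerase II, 0.0251 for the cell cycle list, 0.0287 for histones and 0.0110 for the mitochondrial ribosome. With an estimated correlation, adjusted p was 0.332 for polymerase III, 0.686 for polymerase II and 0.286 for each of the other 6 lists. Without replicate 2 or replicate 3, camera's adjusted p for the cell cycle list was 0.0772 and 0.0842, that for the mitochondrial ribosome 0.0527 and 0.0763, and that for histones 0.102 and 0.0763, and for histones it was 0.0560 without replicate 1. Over all 3684 genes, the mean fold change was 0.982 ± 0.009 (SD, n = 3), the geometric mean 0.928, and 55.9% of the genes had a mean ratio below 1. Written as signed folds, in which a ratio below 1 becomes minus its inverse, the mean was -0.249 ± 0.032. Over all spots not over 1.75-fold, named or not, a choice made after the values were seen, it was -0.148 ± 0.027, with 52.0% of all such spots below 1 and 44.7% of those without a gene name. Among all 4069 named genes, 50.6% had a mean ratio below 1, since the deposited ratios have a median near 0. The genes taken out were all above 1, and the cut at 1.75-fold drops only high spots. Either step had to lower the remainder, so its place below 1 does not show a general fall in expression. From the induction of the osmoresponsive ORFs beside the lower average of the remaining ORFs (Figure 1a), the paper concludes that some specialized mechanism must allow certain genes to be expressed while expression as a whole goes down.

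**Figure D1:**
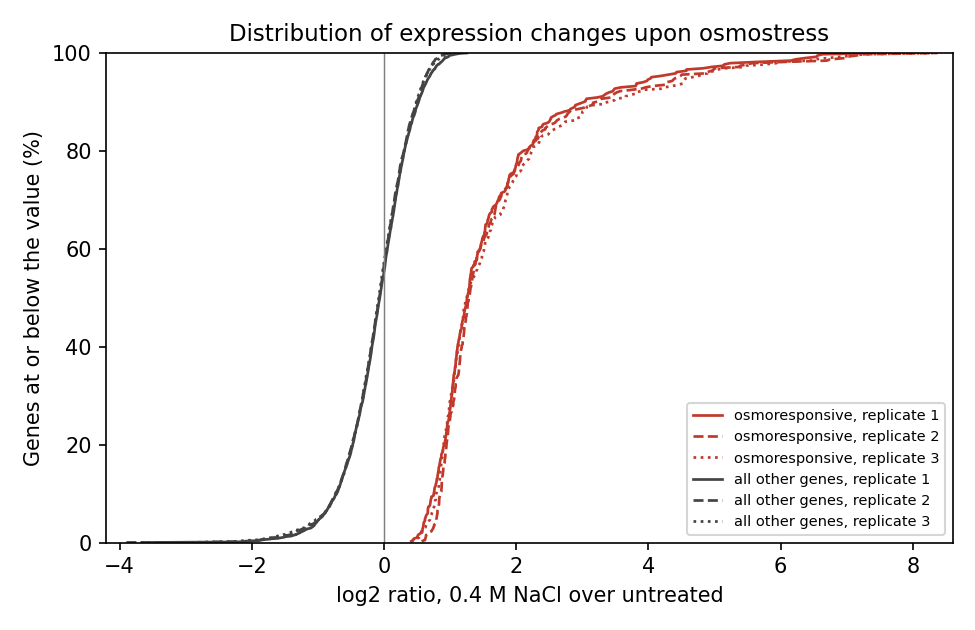
Cumulative distribution of the log2 ratio of NaCl over untreated cells on each of the 3 arrays, for the 385 named genes of the paper's osmoresponsive table (red) and the 3684 other named genes (grey). The vertical axis is the percentage of genes at or below each value. The red curves lie above 0 throughout. The grey curves cross 0 a little above their middle, with 55.9% of the genes below 0 in the mean. Among all 4069 named genes this share was 50.6%, and the genes in red were selected as high on these arrays.

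**Figure D2:**
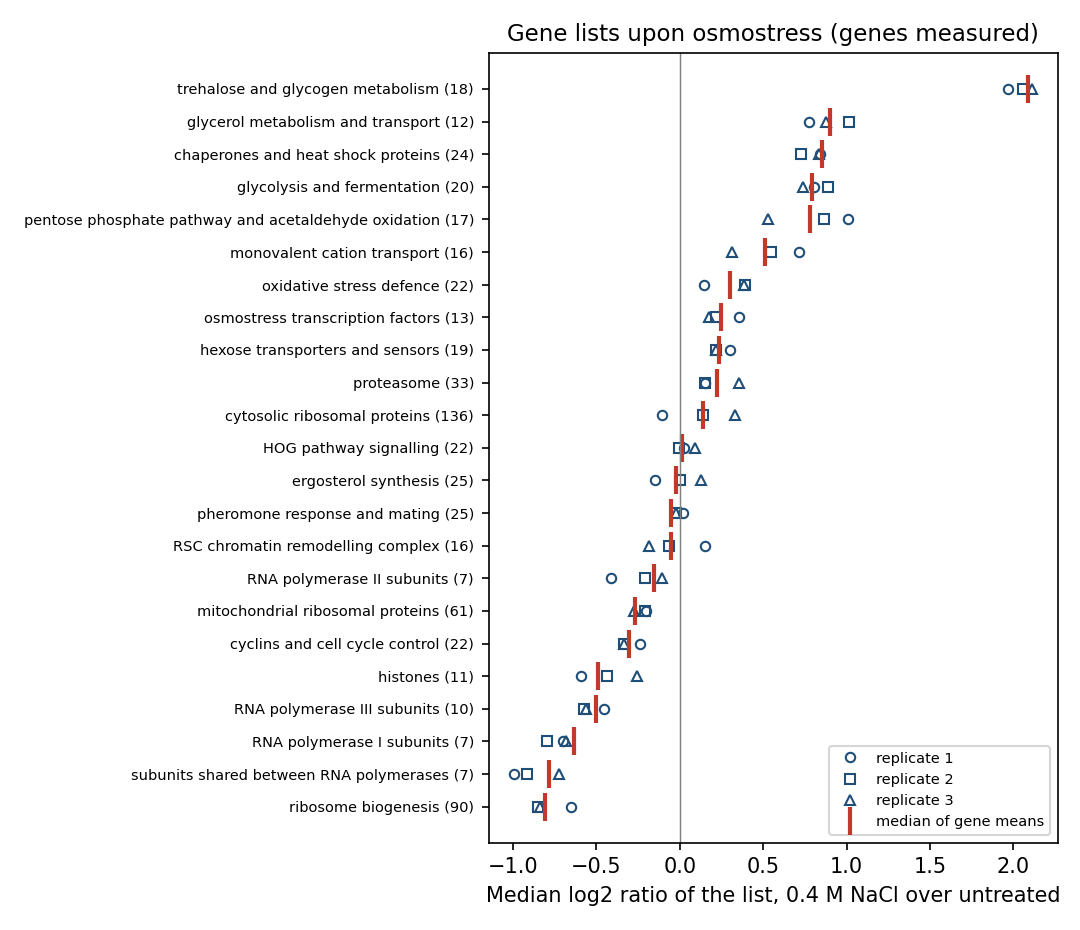
Median log2 ratio of NaCl over untreated cells for each list of genes fixed before the data were examined, with the number of measured genes in brackets. Open symbols give the median on each of the 3 arrays and the red bar the median of the gene means, from 2.09 for trehalose and glycogen metabolism to -0.81 for ribosome biogenesis.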

**Figure 1:**
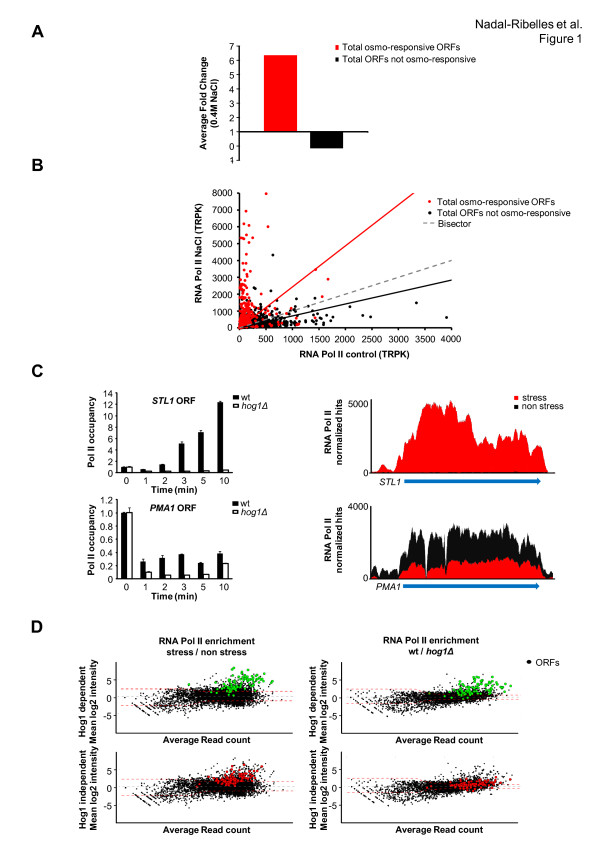
**Selective redistribution of RNA Pol II in response to osmostress**. **(a) **Comparison of gene expression changes from microarray data on wild-type (wt) cells subjected to osmostress (0.4 M NaCl, 15 minutes; see Materials and methods; Additional file 2). Bars represent the mean fold change for osmoresponsive ORFs with fold change > 1.75 upon osmostress (662 genes) and total ORFs present in the array except those considered osmoresponsive (5,655 genes; see Materials and methods). **(b) **A scatter plot showing RNA Pol II occupancy in basal conditions (YPD; x-axis) versus osmostress (0.4 M NaCl, 10 minutes; y-axis). Each dot represents normalized hits (TRPK; trimmed mean of *M *values normalized read/kilobase density). Black dots and the trend line represent TRPK distribution of total ORFs in the genome except osmoresponsive genes. Osmoresponsive genes are represented as red dots. **(c) **RNA Pol II binding kinetics to osmoresponsive and constitutively expressed genes. Left-hand panels: association of RNA Pol II upon osmostress (0.4 M NaCl, for the indicated times) was assessed by ChIP to *STL1 *osmoresponsive gene and *PMA1*. Real-time quantitative PCR (qPCR) results are shown as fold induction of treated versus non-treated (time zero). Right-hand panels: overlapping ChIP-Seq tracks representing RNA Pol II normalized hits at the *STL1 *and *PMA1 *loci in the presence (red histogram) or in the absence (black histogram) of osmostress. Red and black histograms have been overlaid. The blue arrow indicates annotated ORF. **(d) **Role of Hog1 in RNA Pol II recruitment. *MA *plots of RNA Pol II binding in wild-type upon osmostress (left-hand panel; see Materials and methods). *MA *plots of RNA Pol II binding wild-type versus *hog1 *mutant stressed as before. The dotted red line delimits the threshold for significance (*P *= 0.0001). Highlighted dots indicate a subset of 100 osmoresponsive genes that are differentially expressed based on the dependency of the SAPK (Hog1-dependent in green and Hog1-independent in red).

To characterize how the changes of gene expression in response to osmostress are accomplished, we analyzed genome-wide binding of RNA Pol II in response to osmostress by ChIP-Seq in wild-type and *hog1 *cells. Association of RNA Pol II with ORFs is reduced when the overall genome is considered, whereas it clearly increases for stress-responsive genes (Figure 1b). Earlier studies showed that some housekeeping genes suffered a strong reduction of RNA Pol II occupancy at early time points in response to stress [22]. This is exemplified by the increase of RNA Pol II at the *STL1 *osmoresponsive gene in contrast to the reduction of overall RNA Pol II observed at the housekeeping gene *PMA1*, which encodes an essential H-ATPase (Figure 1c). Thus, *STL1 *and *PMA1 *genes are clear examples that represent the trend in osmoresponsive versus housekeeping genes. It also shows that while RNA Pol II is lost at the housekeeping genes in both wild-type and *hog1 *strains, the wild-type strain shows a faster recovery of RNA Pol II. Of note, the down-regulation of RNA Pol II in house-keeping genes precedes the recruitment of RNA Pol II at stress-responsive genes, indicating that the overall reduction of RNA Pol II occupancy cannot be due to a decrease in its availability. Taken together, genome-wide RNA Pol II localization suggests a strong bias for its localization towards stress-responsive genes.

Stress-responsive genes can be classified into two groups, Hog1-dependent and Hog1-independent, on the basis of gene expression data (Materials and methods; Additional file 2). 

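Of the 100 Hog1-dependent genes in the paper's list, 56 carry a gene name on the array, and of the 100 Hog1-independent genes, 50. The highest Hog1-dependent genes were STL1, ALD3, CTT1, PUT4 and PHM7. The highest Hog1-independent genes were the small heat shock gene HSP42, the polyamine transporter gene TPO4, GAL2, the glycogen synthase gene GSY1 and SDP1, a protein phosphatase gene (log2 ratio 3.24 ± 0.24, SD, n = 3). The mean fold change was 27.9 ± 5.53 (SD, n = 3) for the Hog1-dependent genes and 5.88 ± 0.65 (SD, n = 3) for the Hog1-independent genes. The ratio of these means was 4.74 ± 0.73 over the 3 arrays, with 4.03, 5.49 and 4.70 on the single arrays, so that the difference exceeded the spread between replicates on each of them. On the log2 scale, the Hog1-dependent genes lay 1.55 ± 0.12 (SD, n = 3) above the Hog1-independent genes. A two-sided permutation test of the labels over genes, which treats genes as independent, gave p = 1e-05, the smallest that 100000 resamples can give. Of the 56 Hog1-dependent genes, 48 were above the median of the Hog1-independent genes. By the geometric mean over genes the ratio was 2.93, and by the median 2.86. All genes of both lists rose, also when adjusted over the list alone. The lists were drawn up partly on these arrays, so neither this nor the permutation test is independent evidence. All 100 Hog1-dependent genes but only 84 of the 100 Hog1-independent genes are in the paper's osmoresponsive table. The 2 lists were thus not cut alike, which the permutation of labels does not allow for.

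**Figure D3:**
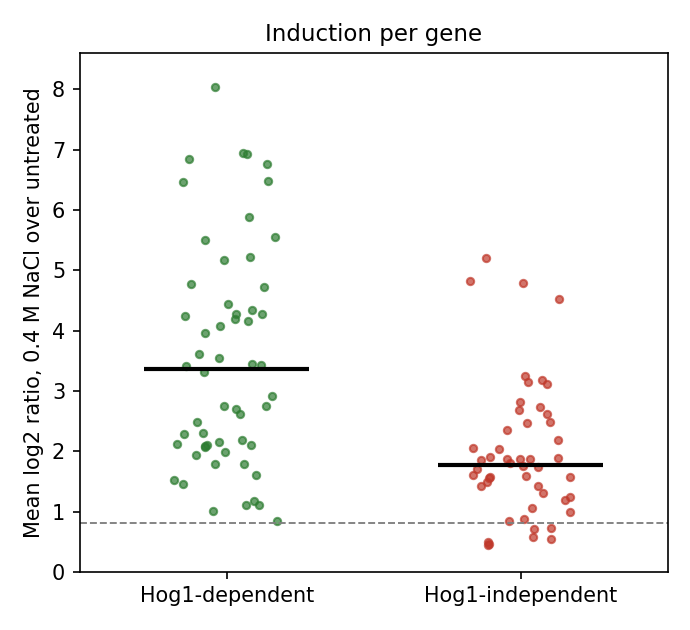
Mean log2 ratio of NaCl over untreated cells (n = 3 arrays) of each named gene of the paper's Hog1-dependent (56 genes) and Hog1-independent (50 genes) lists. Each point is a gene, the black bars are the medians, 3.36 and 1.78, and the dashed line marks a fold change of 1.75.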

When the 100 most responsive genes of each group were analyzed we found that indeed there was a clear difference in the degree of induction; the Hog1-dependent genes displayed a fold change that was almost four times higher compared to Hog1-independent genes (Figure S2 in Additional file 1). We then analyzed each group with regard to RNA Pol II association and found that RNA Pol II was recruited significantly to Hog1-dependent (green dots) and Hog1-independent (red dots) responsive genes in response to stress (Figure 1d, left-hand panels). By contrast, recruitment of RNA Pol II to Hog1-dependent genes was significantly different between wild-type and *hog1 *strains (green dots), while no differences were observed between a wild-type and a *hog1 *strain with regard to Hog1-independent genes (red dots) (Figure 1d, right-hand panels). The association of RNA Pol II with down-regulated genes or housekeeping genes in a wild-type strain was similar to that in a *hog1 *strain, indicating that Hog1 does not play a role in the initial changes observed in non-stress-dependent genes (Figure S3 in Additional file 1). Thus, Hog1 has a crucial role in the genome-wide redistribution of RNA Pol II to stress-responsive genes upon stress.

### Hog1 associates with the chromatin of RNA Pol II and Pol III genes

Genome-wide studies using ChIP and microarray analysis have been instrumental in uncovering the presence of Hog1 associated with a number of stress-responsive genes as well as its localization at both promoter and coding regions of stress-responsive genes. However, the number of genes uncovered by these approaches has been rather limited and never totaled more than 70 genes [15-17]. The relevance of Hog1 in gene expression and RNA Pol II recruitment suggested that the number of genes with Hog1 association could have been underestimated. We undertook ChIP-Seq analysis to improve the sensitivity of detection and found that Hog1 is present in at least 340 genome loci upon osmostress (0.4 M NaCl for 5 minutes; Figure S4a in Additional file 1). We analyzed binding at 5 minutes because this was the peak of Hog1 association with *STL1 *and *CTT1 *[19] (Figure S5 in Additional file 1). Albeit ChIP experiments generate data that are population averages, previous single cell analyses showed that Hog1 is activated in all cells similarly upon osmostress and that transcriptional induction correlates very well with the localization of Hog1 to stress-responsive genes [23]. Recruitment of Hog1 was not restricted to RNA Pol II transcribed genes but was present, albeit to a lesser extent, at RNA Pol III transcribed genes as well as long terminal repeat (LTR) DNA regions.

When the presence of Hog1 was analyzed on RNA Pol II transcribed genes, we found that Hog1 was associated with approximately 80% of genes, with expression described to be highly dependent on the SAPK, confirming that Hog1 is widely associated with Hog1-regulated genes. By contrast, only 30% of the genes induced upon osmostress are Hog1-independent and showed Hog1 associated with their loci (Figure 2a; Figure S4b in Additional file 1, green and red dots). Hog1 was not present at down-regulated or house-keeping genes (Figure S4b in Additional file 1, blue and yellow dots); therefore, Hog1 is associated with stress-responsive RNA Pol II genes.

**Figure 2:**
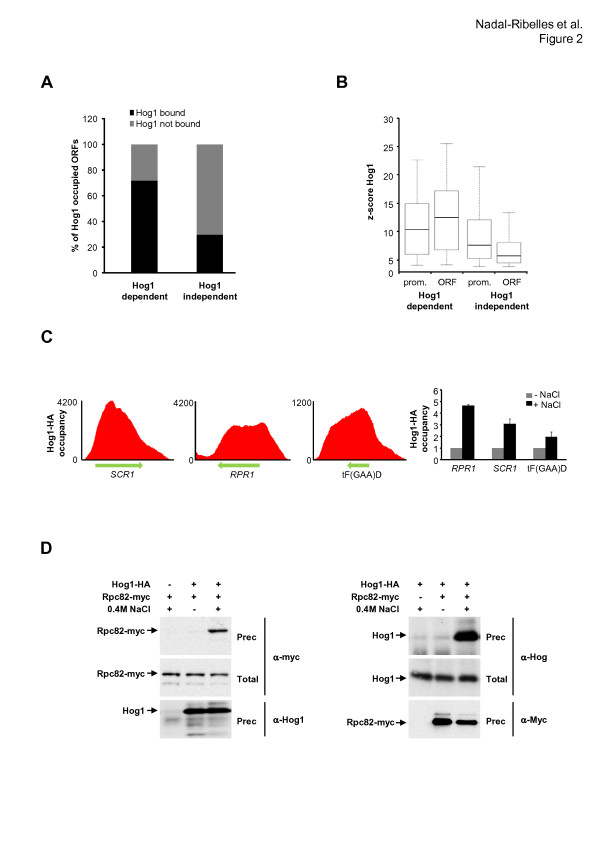
**Hog1 associates with RNA Pol II and RNA Pol III loci upon stress**. **(a) **Stacked bars representing the percentage of Hog1-occupied ORFs upon stress as determined by ChIP-Seq data for Hog1-dependent and -independent subsets of genes (*Z*-score 4; *P *= 0.0001), as in Figure 1d). **(b) **Boxplot of Hog1 association upon stress (*Z*-score) at promoters (from -500 to the transcription start site) and ORFs in genes whose expression is classified as Hog1-dependent or Hog1-independent. **(c) **Hog1 recruitment at RNA Pol III loci of *SCR1*, *RPR1 *and tF(GAA)D. Histograms represent Hog1 ChIP-Seq profiles from a non-stressed sample normalized to that obtained upon osmostress. Right-hand panel: Validation of Hog1 recruitment to novel Hog1 sites by ChIP. **(d) ***In vivo *binding of Hog1 and RNA Pol III. Hog1-HA and a specific subunit of RNA Pol III (Rpc82-Myc) were expressed from their endogenous locus. Samples were taken before (-) and after (+) stress (0.4 M NaCl, 10 minutes).

Hog1 has been shown to associate with promoters and the ORFs of stress-responsive genes. We asked whether there was a biased interaction towards promoters or ORFs and found that Hog1 was associated with both promoters and ORFs in a significant number of genes (more than 41%). Also, for those genes where only one region was above the threshold, association of Hog1 with ORFs was more prominent than with promoters (Figure S6 in Additional file 1). When we analyzed association of Hog1 with Hog1-dependent or Hog1-independent genes, we found that Hog1 binding is biased slightly towards the ORFs in Hog1-dependent genes, whereas for genes for which Hog1 was less relevant, Hog1 localization was associated mainly with promoters (Figure 2b). Several scenarios could explain the presence of the SAPK at Hog1-independent loci, such as the use of a too stringent threshold for Hog1 dependency, their presence close to a Hog1-dependent gene, or the induction of the gene is mediated by redundant pathways, including Hog1. Thus, stress-induced RNA Pol II transcribed genes appear to have strong enrichment of Hog1 at their promoters and ORFs.

Remarkably, Hog1 was also associated with RNA Pol III transcribed genes, including at least 16 tRNA genes as well as the two reference genes *SCR1 *and *RPR1 *(Figure 2c). ChIP experiments showed similar kinetics of association of Hog1 with tF(GAA)D, *RPR1 *and *SCR1 *as with RNA Pol II transcribed genes. We then investigated the association of RNA Pol III (Rpc82 subunit) with two tRNA loci (tF(GAA)D and tP(UGG)O3) and found that, albeit RNA Pol III disassociated rapidly from chromatin in a stress-dependent manner, a rapid recovery of RNA Pol III levels occurred in wild-type that was not observed in *hog1 *cells (Figure S7 in Additional file 1).

It has been reported that Hog1 interacts with RNA Pol II (most likely through Rpb1), which facilitates gene expression in RNA Pol II transcribed genes [13,17]. Therefore, we used co-precipitation experiments in extracts from cells expressing endogenously tagged HA-Hog1 and Myc-Rpc82 (a subunit of the RNA Pol III complex not shared with RNA Pol II) to assess whether Hog1 is able to interact with RNA Pol III. We found Hog1 was able to interact with endogenous tagged-Rpc82 and vice versa (Figure 2d). It is worth noting that this interaction was observed only when cells were subjected to osmostress. Thus, Hog1 is targeted to RNA Pol III loci in response to stress and associates physically with RNA Pol III, as it does with RNA Pol II transcribed genes.

### Efficient recruitment of RNA Pol II and maximal gene expression requires Hog1

To assess the relevance of the association of Hog1 with RNA Pol II, we compared the degree of gene expression of stress-responsive genes with the presence of RNA Pol II and Hog1 (Figure 3a). Several groups of osmoresponsive genes can be identified, depending on the presence of Hog1 and/or RNA Pol II upon stress. A group of genes showed no significant association of Hog1 with RNA Pol II but were induced upon osmostress. This group of genes correlated quite well with genes that showed stabilization of mRNAs upon stress (40 out of the 43 analyzed were found to be stabilized) [8,9]. We found a significant number of genes with increased RNA Pol II association that did not have Hog1 present on them (91 out of 391); these genes correspond to Hog1-independent genes. There was, however, a prominent overlapping group of genes that showed increased expression, increased recruitment of RNA Pol II and association with Hog1 (a total of 144 genes; Figure 3a). We then compared the degree of gene induction in those groups of genes and found that there was a strong correlation between the presence of both Hog1 and RNA Pol II with high expression rates when compared to genes that were enriched only with RNA Pol II (Figure 3b). If the presence of Hog1 improved the recruitment of RNA Pol II and transcription, it should be possible to establish a quantitative relationship between weak, or strong, Hog1 binding with RNA Pol II and transcription. Co-localization studies of Hog1 with RNA Pol II showed that RNA Pol II association with stress-responsive genes was more efficient for genes with higher Hog1 association (Figure 3c). Therefore, a high level of induction in stress-responsive genes is accomplished by strong association with Hog1 and increased RNA Pol II recruitment.

**Figure 3:**
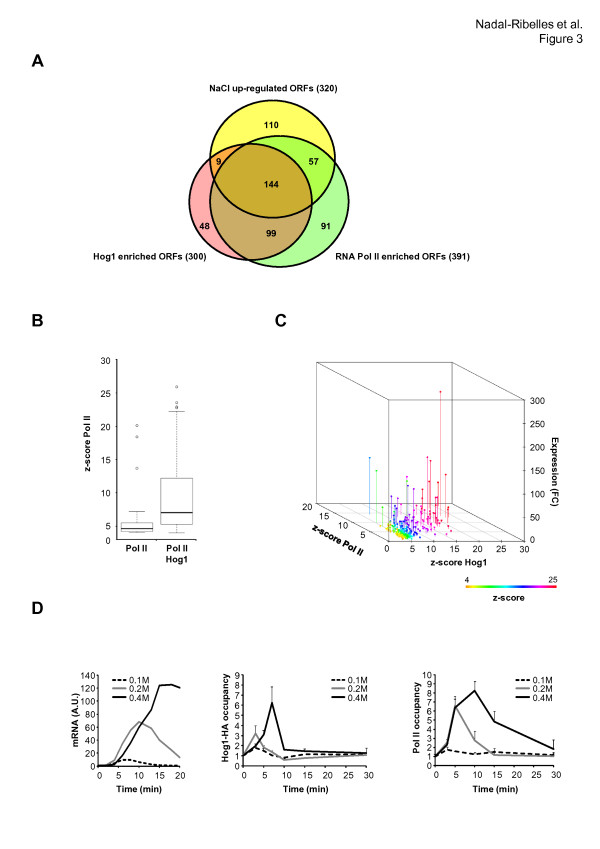
**Greater enrichment of Hog1 induces stronger recruitment of RNA Pol II and determines transcriptional output**. **(a) **A Venn diagram representing the overlap of Hog1-bound genes (*Z*-score > 4) and recruited RNA Pol II (*Z*-score > 6) with 320 representative genes that are up-regulated upon osmostress by more than three-fold. **(b) **Colocalization of Hog1 with RNA Pol II results in stronger binding of both to chromatin. The boxplot represents distribution of *Z*-score values of genes with Hog1 enrichment and RNA Pol II compared to those genes with RNA Pol II but without Hog1 association. **(c) **Positive correlation between Hog1, RNA Pol II binding and expression in response to stress. Each point in the three-dimensional graph represents the 144 genes (overlapping region from (a)); the x-axis represents binding of Hog1, the y-axis binding of Rbp1 (both as *Z*-score values) and the z-axis the expression as the fold change (*FC*) of a wild-type strain upon stress. **(d) **Gene expression is dependent on the duration and intensity of Hog1 binding to target genes. The dose-response expression of osmoresponsive genes was assayed by northern blot and probed for *STL1 *(left-hand panel). Association of tagged Hog1-HA (middle panel) and Rpb1 (right-hand panel) to the promoter region of *STL1 *was analyzed by ChIP. The results are shown as the fold induction of stressed against non-stressed (time zero) cultures.

It has been reported that very low salt (0.1 M NaCl) stress results in maximal Hog1 activation. When cells are exposed to higher concentrations of NaCl, however, activation of Hog1 remains associated with stress-responsive loci for an extended period of time [19,23]. If the presence of Hog1 improves the recruitment of RNA Pol II and transcription efficiency, it would be expected that an increase of Hog1 at specific promoters will result in enhanced recruitment of RNA Pol II and transcription. We followed *STL1 *expression in response to 0.1, 0.2 and 0.4 M NaCl together with the association of Hog1 and RNA Pol II. Weak expression of *STL1 *was observed at 0.1 and 0.2 M NaCl, in clear contrast to the induction observed with 0.4 M NaCl (similar results were observed for *CTT1 *and *ALD3*). Remarkably, the initial recruitment of RNA Pol II at *STL1 *was similar at 0.2 and 0.4 M NaCl; however, the residence time of Hog1 at the loci was clearly shorter (Figure 3d; Figure S8 in Additional file 1). Thus, the association time of Hog1 with stress loci appears to be crucial for determining the degree of gene induction upon osmostress.

### Hog1 mediates chromatin changes at stress-responsive loci

Hog1 stimulates chromatin remodeling at specific stress-responsive loci by recruiting the RSC chromatin remodeler [21]. We investigated whether all stress-responsive genes were subjected to changes on chromatin organization and the relevance of the SAPK to those changes. We used genome-wide MNase digestion of chromatin and deep sequencing (MNase-Seq) before and after stress. Wild-type and *hog1 *strains were subjected (or not) to osmostress and cells were fixed before digestion of chromatin by MNase to prevent Hog1 activation during the preparation of spheroplasts (see Materials and methods). The nucleosomal profile around the transcription start site (TSS) in genes that were not regulated upon stress did not change when cells were subjected to osmostress (Figure 4a, upper panel). We then analyzed nucleosome positioning in stress-induced genes with expression that does not depend on Hog1. Upon osmostress there were slight changes of nucleosome occupancy, especially around the TSS and those changes were similar in *hog1*-deficient cells (Figure 4a, middle panel). In clear contrast, when Hog1-dependent genes were analyzed, a dramatic change of nucleosome occupancy occurred upon stress at both the promoter and ORF regions. These changes on nucleosomes were completely abolished in *hog1 *cells. It is noteworthy that the +1 nucleosome in stress-responsive genes appears to be shifted slightly when compared to localization of the genome-wide +1 nucleosome, suggesting a particular chromatin structure for stress-responsive genes. Color maps of -1,000 to +1,000 of each ORF aligned by TSS have also been included to illustrate nucleosome organization genome-wide and in stress-responsive genes (Figure S9 in Additional file 1). Taken together, efficient nucleosome re-organization at stress-responsive genes is completely dependent on the SAPK (Figure 4a, lower panel). When changes on the chromatin structure were quantified (percentage of nucleosome occupancy), we found that osmostress induces a 25% decrease in nucleosome occu-pancy in Hog1-independent genes (similar to that found in wild-type and *hog1 *cells), whereas it was decreased 51% in Hog1-dependent genes (Figure 4b). Thus, Hog1 is crucial to inducing major changes in chromatin structure.

**Figure 4:**
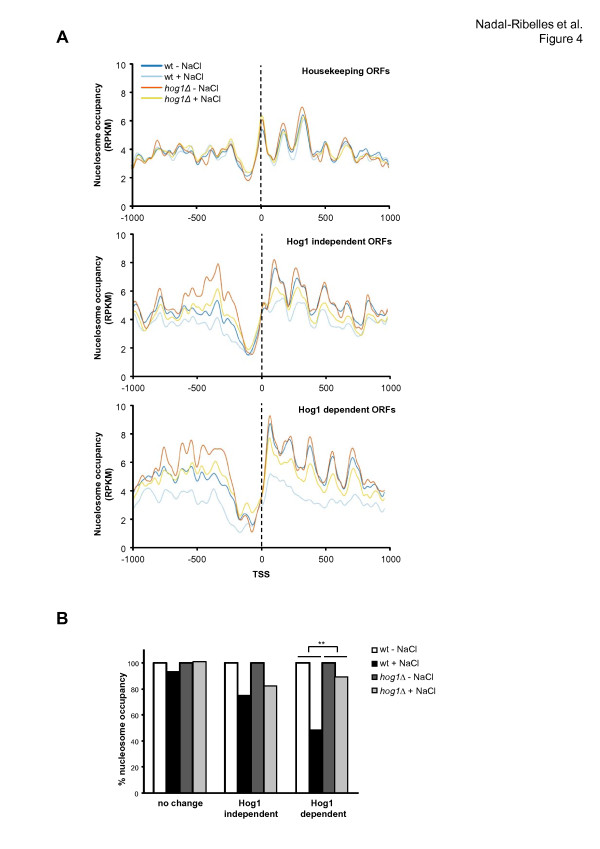
**Hog1 mediates major changes in chromatin structure to facilitate transcription of stress-responsive genes**. **(a) **The distribution of nucleosomes referenced as reads/kilobase per million mapped reads (RPKM; transcription start site (TSS) ± 1 kb) of wild-type (wt; blue) and *hog1 *mutant (red) strains subjected (or not) to osmostress as indicated in the key. The plot represents the mean of reads in a group of 100 genes without transcription changes upon stress (upper panel), 100 genes that are induced in a Hog1-independent manner (middle panel) and 100 genes whose expression is induced upon osmostress depending on the SAPK (lower panel) (as in Figure 1d). The dotted black line marks the TSS. **(b) **The percentage of nucleosome occupancy in subsets from (a). Nucleosome occupancy was determined by averaging the TRPKs (trimmed mean of *M *values normalized read/kilobase density) from the 200 bp immediately downstream of the TSS. Average reads of non-stressed samples was used as maximum occupancy and as a reference for treated samples. **The statistical significance of the difference was assessed by a paired Student *t*-test of acceptance of equality at (*P*-value < 0.01) comparing the eviction of wild-type versus *hog1 *upon stress.

In summary, genome-wide binding studies in combination with analysis of chromatin structure have shown that Hog1 serves to bypass the general down-regulation of gene expression that occurs in response to stress. Hog1 permits efficient targeting of the RNA Pol II machinery and, furthermore, induces major changes of chromatin structure at stress-responsive loci. The combination of targeted recruitment of RNA Pol II with chromatin remodeling is essential to maximize gene expression in response to external stimuli.

## Conclusions

In response to an environmental insult such as osmostress, there are major changes of RNA Pol II localization towards stress-responsive genes, in contrast to housekeeping genes, which correlates with down-regulation of general transcription. This indicates that while there is general down-regulation of expression and RNA Pol II association with housekeeping genes, RNA Pol II is recruited to stress-responsive genes. We showed that this RNA Pol II relocalization is a phenomenon that requires the Hog1 SAPK. We analyzed genome-wide localization of the SAPK and found its presence in Hog1-dependent genes more frequently than in any published study and, remarkably, we found Hog1 associated with RNA Pol III genes, showing for the first time the interaction of the SAPK with the RNA Pol III machinery. We undertook genome-wide analysis of the change of chromatin structure upon stress. We showed that there is strong remodeling of chromatin restricted to stress-responsive genes, which depends completely on the SAPK. Hog1 association and chromatin remodeling correlated very well with higher levels of transcription, which highlights the relevance of chromatin regulation and transcription.

Hog1 serves to bypass the general down-regulation of gene expression that occurs in response to osmostress by targeting RNA Pol II machinery and by inducing chromatin remodeling at stress-responsive loci.

## Materials and methods

### Yeast strains and plasmids

*Saccharomyces cerevisiae *strain BY4741 (MATa *his3*-Δ*1 leu2*-Δ*0 met15*-Δ*0 ura3*-Δ*0*) and its derivatives YGM61 (*HOG1*::*KanMX4*), the carboxy-terminal tagged strain YEN173 (Hog1-6HA::*HIS3*), YMN07 (Rpc82-18myc::*KanMX4*), YMN10 (Rpc82-18myc:: *KanMX4 HOG1*::*URA3*) and YMN14 (Rpc8218myc::*KanMX4 *Hog1-6HA::*HIS3*) were used. Epitope tagging or gene deletions were done with a PCR-based strategy.

### ChIP-Seq

Wild-type and *hog1 *mutant (YGM61) *S. cerevisiae *strains were grown to early log phase and exposed to osmostress (0.4 M NaCl) for 5 minutes for Hog1 immunoprecipitation (anti-HA 12CA5) and for 10 minutes for RNA Pol II immunoprecipitation (8WG16, Covance, Richmond, CA, USA). ChIP was done as described [10,24]; 10 ng of DNA from each ChIP and condition was used to create sequencing libraries and then subjected to 36-nucleotide single-read sequencing on a Solexa Genome Analyzer IIx instrument. Only sequencing reads that mapped to only one location were aligned to the *S. cerevisiae *genome (sacCer2) allowing up to three mismatches/reads. Chip reads were extended by 250 bp and normalized using Pyicos software [25]. Enrichment of Hog1 and RNA Pol II was done by running the Pyicos enrichment protocol [25] comparing untreated to treated samples. Hog1-dependent RNA Pol II recruitment was determined by comparing salt-treated samples with wild-type and *hog1 *strains. For all comparisons, enrichment was considered significant for a *Z*-score > 4 (*P *= 0.0001). *MA *plots were done using the Pyicos software, where *M *represents the log ratio of stressed versus non-stressed (y-axis) and *A *is the average of the log intensities (x-axis) of all the genes, for enrichment of Hog1 and RNA Pol II. *MA *plots for Hog1-dependent RNA Pol II enrichment (Figure 1d, right-hand panels) compare NaCl-treated samples in a wild-type versus *hog1 *strain. ChIP-Seq data have been deposited at the NCBI Gene Expression Omnibus (GEO) database with accession number GSE41494.

### MNase nucleosome mapping

Wild-type and *hog1 *mutant (YGM61) strains were grown to early log phase in YPD medium, then subjected (or not) to osmostress (0.4 M NaCl, 10 minutes). Spheroplasts and digestion with MNase were done essentially as described but with some modifications [21]. Spheroplasts were prepared from mid-log phase cultures grown in YPD medium, following crosslinking with 1% (v/v) formaldehyde for 20 minutes, treated with 125 mM glycine for 15 minutes and washed four times with Tris-buffered saline (20 mM Tris-HCl pH, NaCl 150 mM). Cells were then lysed and immediately digested with 7.5 to 125 mU of MNase (Worthington Biochemical Corporation, Lakewood; NJ., USA). DNA was subjected to electrophoresis in a 1.5% (w/v) agarose gel and then stained with ethidium bromide. The band corresponding to the mononucleosome was cut from the gel and purified using a QIAquick gel extraction kit (Qiagen, Chatsworth, CA, USA). Mononucleosomal DNA from each sample used to create sequencing libraries was subjected to 36-nucleotide single-read sequencing on a Solexa Genome Analyzer IIx. Sequencing reads were aligned to the *S. cerevisiae *reference genome using Bowtie software [26] allowing up to three mismatches/reads. Over-represented reads were eliminated to reduce PCR amplification artifacts. Coverage values were calculated for each position on the genome, normalized and converted to reads per million. The mean reads per million was obtained by aligning genes to the TSS. The TSS used was obtained from the 'saccer2' database available from the Saccharomyces Genome Database (2008). All the annotated features, including the TSS, come from the Saccharomyces Genome Database annotation. Peak detection was done with the *nucleR *software package [27]. The percentage of nucleosome occupancy was determined by running an extension and normalization protocol using the first 200 bp downstream of the TSS, which encompasses the +1 nucleosome for all the genes clusters, using Pyicos software [25]. Eviction was determined by setting the non-treated nucleosome occupancy in TRPK (trimmed mean of *M *values normalized read/kilobase density) at time zero of each strain as the maximum occupancy (100%) and used as the reference for treated samples. MNase-Seq data have been deposited at the NCBI GEO site with accession number GSE41494.

### Chromatin immunoprecipitation

Yeast cultures were grown to early log phase, then subjected to osmostress at different salt concentrations (0.1 M, 0.2 M or 0.4 M NaCl); ChIP was done as described [13]. Antibodies used for immunoprecipitation were anti-HA 12CA5 for Hog1-HA, 8WG16 (Covance) for Rpb1 or anti-myc, 9E10 for Rpc82-Myc. For crosslinking, yeast cells were treated with 1% formaldehyde for 20 minutes at 25°C. Conventional and real-time PCR analysis of stressed and constitutively expressed genes used the following primers with locations indicated by the distance from the respective ATG initiation codon: *STL1 *(promoter, -372/-112; ORF, 1,475/1,575), *CTT1 *(promoter, -432/-302; ORF, 736/836), *PMA1 *(+1,010/+1,250), *SCR1 *(+19/+369), *RPR1 *(+100/+325), tP(UGG)O3 (-61/+185) and tF(GAA)D (-74/+226) and *TEL *(telomeric region on the right arm of chromosome VI). Experiments were done with three independent chromatin preparations and quantitative PCR analysis was done in real time with a sequence detector (ABI 7700, Applied Biosystems, Foster City, CA., USA). Immunoprecipitation efficiency was calculated in triplicate by dividing the amount of PCR product in the immunoprecipitated sample by that in the *TEL *sequence control. The binding data are presented as fold induction with respect to the non-treated condition.

### Northern blot analysis

Yeast cultures were grown to early log phase (absorbance at 660 nm 0.6 to 0.8). Cells were subjected (or not) to 0.1 M, 0.2 M or 0.4 M NaCl. Total RNA was probed by using radiolabeled fragments *ALD3 *(1.5 kb), *STL1 *(1.7 kb), *CTT1 *(1.7 kb) and *ENO1 *(1.3 kb). Signals were quantified with a phosphorimager (Typhoon 8600, Molecular Dynamics, Sunnyvale, CA., USA) using ImageQuant software (Molecular Dynamics, Sunnyvale, CA., USA).

### *In vivo *co-precipitation assay

Rpc82 and/or Hog1-tagged cells in mid-log phase were treated (or not) with 0.4 M NaCl for 15 minutes and then collected extracts were subjected to immunoprecipitation as described [20] with anti-HA 12CA5 or anti-Myc 9E10. Proteins were detected by western blotting against Hog1 (anti-Hog1, Santa Cruz Biotechnology, Santa Cruz, CA,, USA) and anti-Myc 9E10.

### Gene expression studies

Microarray experiments and data analysis were done as described [28]. Briefly, three independent cultures of wild-type strains were grown to exponential phase in YPD medium and stressed (or not) with 0.4 M NaCl for 15 minutes. Gene expression was determined by comparing the expression of the non-stressed versus stressed conditions. RNA microarray data have been deposited at the NCBI GEO with accession number GSE41451. On the bases of our microarray data together with the results of earlier studies [3], we have created different gene clusters depending on their expression under osmostress and their dependence on the presence of Hog1. The 'osmoresponsive genes' are a group of 662 ORFs whose fold change (FC) upon stress is > 1.75 in a wild-type stain (microarray data from this study), and the 'NaCl group' contains 320 genes with FC > 3 (Figure 1a and 2a, respectively). 

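Among the 4069 named genes, 380 had a mean fold change over 1.75 (426, 404 and 400 on the single arrays), or 9.3% of the genes, and 132 had one over 3 (129, 136 and 143 on the single arrays), or 3.2%. Of the 385 named genes in the paper's osmoresponsive table, 376 were over 1.75 by the mean of the 3 log2 ratios. The remaining 9 lay just below, from SPS1 at 1.65-fold upwards, and included the glycolytic genes ENO1 (1.71-fold) and PGI1 (1.75-fold). Among the genes outside the table, 4 exceeded 1.75: PIN3 at 1.90-fold, SSB1, which encodes a ribosome-associated chaperone, at 1.76-fold, and ENT3 and ATG15, both at 1.76-fold. These 4 genes were singled out after their values were seen.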

From these mentioned groups, we chose a subset of 100 genes whose expression is considered Hog1-dependent or Hog1-independent with the following criteria: 'Hog1-dependent genes' are those genes whose expression depends at least 25% on the presence of the mitogen-activated protein kinase (MAPK) described in [3]. 'Hog1-independent genes' are those genes whose expression in a *hog1 *strain is at least 90% similar to the wild-type strain described in [3]; moreover, genes that showed enrichment for Hog1 at their coding regions but their expression was not considered Hog1-dependent have been considered independent. 

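All 100 Hog1-dependent genes are in the paper's osmoresponsive table, as are 84 of the 100 Hog1-independent genes. Of the other 16 Hog1-independent genes, 6 carry a name on the array. All 6 rose upon osmostress at an adjusted p under 0.05 from limma, with mean fold changes of 1.63 for MTH1, which encodes a regulator of glucose signalling, 1.50 for the autophagy gene ATG14, 1.46 for EMI1, 1.42 for UBS1, 1.38 for STF1 and 1.36 for TMT1. Their mean fold change was 1.47 ± 0.15 (SD, n = 3). Of the 50 named Hog1-independent genes, 43 were over 1.75 and 29 over 3, and of the 56 named Hog1-dependent genes, all were over 1.75 and 49 over 3.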

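A mean fold change between 1 and 1.1 was found for 486 of the 4069 named genes, 11.9%. They included 22 of 136 genes of the cytosolic ribosome, 7 of 33 proteasome genes, 4 of 19 hexose transporter and sensor genes and 3 of 16 subunits of the RSC chromatin remodelling complex. None of 20 glycolytic genes, 22 cyclins and cell cycle regulators or 25 genes of pheromone response and mating were in this range. None of the 486 passed the limma test, but with means this close to no change almost none could. This therefore does not show that the genes were unchanged. On the single arrays 420, 426 and 412 genes were in this range, and 34 genes were in it on all 3. The median SD of a gene over the arrays was 0.16 on the log2 scale.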

The 'housekeeping genes' are those genes whose expression upon osmostress remained unchanged (FC 1 to 1.1). The 'down-regulated genes' are those genes whose expression was at least two-fold lower upon osmostress. 

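At least 2-fold lower upon osmostress were 150 named genes (167, 167 and 184 on the single arrays), or 3.7% of the genes, and all 150 fell at an adjusted p under 0.05 from limma. Of the genes of ribosome biogenesis, 36 were in this group. Next to those above, the lowest genes were the cell wall glucanase gene DSE4 (log2 ratio -2.26 ± 0.24, SD, n = 3), the tRNA dihydrouridine synthase gene DUS1 (-2.20 ± 0.12), RRN11 of the RNA polymerase I core factor (-2.18 ± 0.45), VTS1 (-2.07 ± 0.06), IBD2 (-2.06 ± 0.16), the mating-type endonuclease gene HO (-1.92 ± 0.03) and AMN1 (-1.92 ± 0.20).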

See Additional file S2 for the complete list of genes included in each category.

## Abbreviations

ChIP: chromatin immunoprecipitation; FC: fold change; GEO: Gene Expression Omnibus; HOG: high osmolarity glycerol; MNase: micrococcal nuclease; ORF: open reading frame; Pol: polymerase; SAPK: stress-activated protein kinase; TSS: transcription start site.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MN and NC did most of the experiments and analysis. OF, MO, JG and EE did the bioinformatics analysis. MN, NC, EN and FP did the experimental designs and wrote the paper. All authors have read and approved the manuscript for publication.

## Supplementary Material

Additional file 1 **Supplementary Figure S1 to S9**. Click here for file

Additional file 2 **Supplemetary Table 1**. List of all the genes considered in the manuscript as Hog1-dependent (top 100 Hog1-depedent osmoresponsive genes), Hog1-independent (top 100 Hog1-independent osmoresponsive genes) and a list of all osmoresponsive genes from the microarray analysis (see the 'Gene expression studies' section in Materials and methods for the criteria used to define the genes present in the list). Click here for file

# Supplementary material for: Hog1 bypasses stress-mediated down-regulation of transcription by RNA polymerase II redistribution and chromatin remodeling
**Source:** Genome Biol. 2012 Nov 18;13(11):R106. doi: 10.1186/gb-2012-13-11-r106
**Supplement:** Additional file 1 — Supplementary Figure S1 to S9.

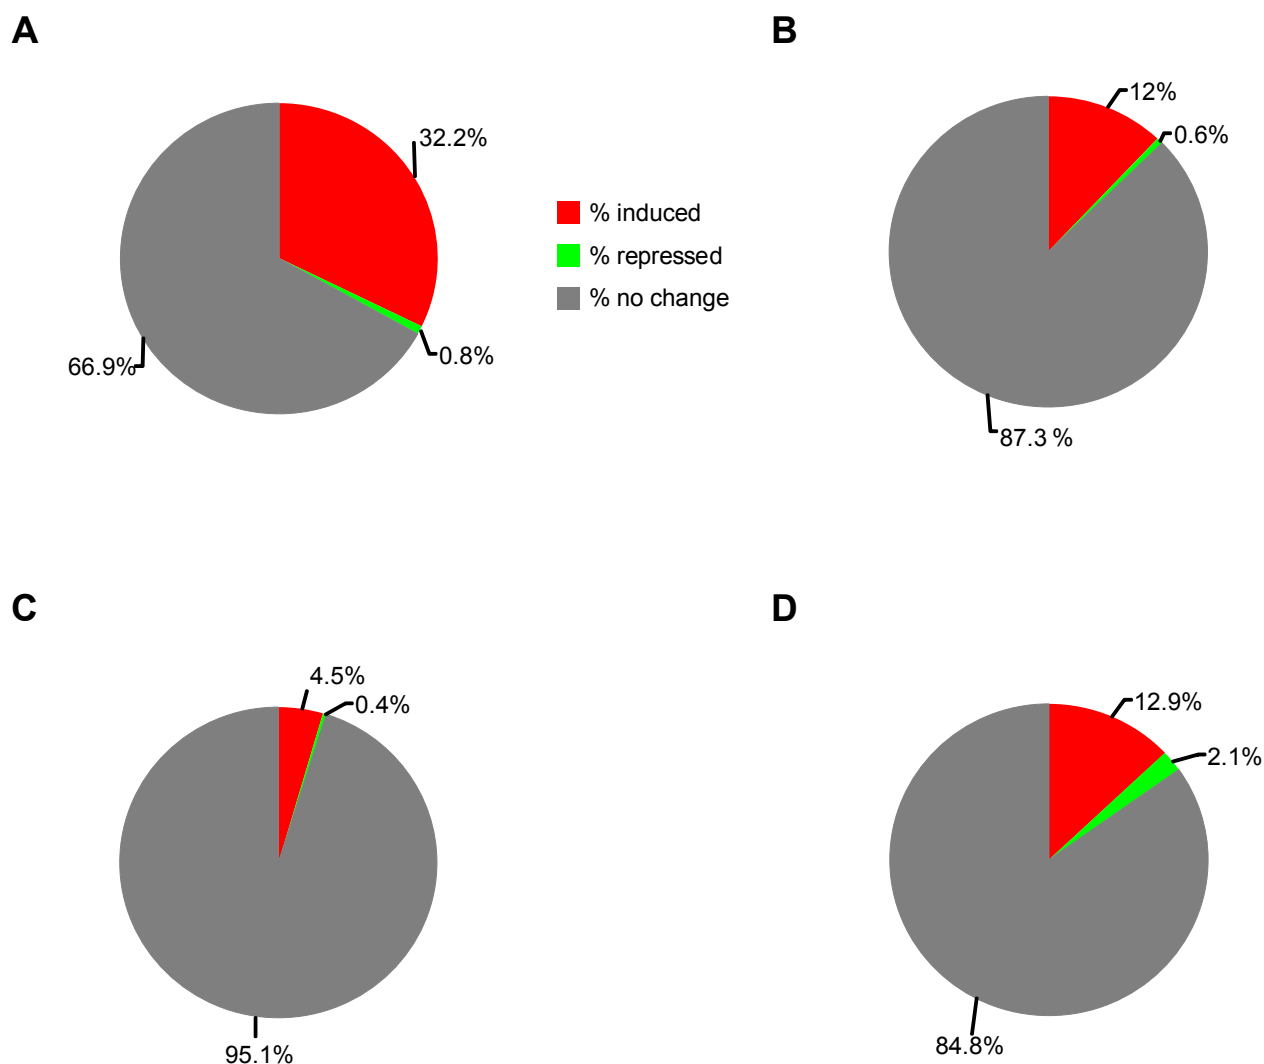

Fig S1 | Expression of osmo-responsive genes remains mostly unchanged upon other environmental stresses. Total osmo-responsive genes (662) were compared to available expression arrays with different environmental stresses (Gasch *et al.*, 2000) such as **(A)** heat stress (15 minutes at 37°C), **(B)** oxidative stress (320 mM H₂O₂ for 30 minutes), **(C)** DTT (250 mM for 60 minutes) and **(D)** aminoacid starvation (30 minutes). Genes were determined to be induced (FC>2), repressed (FC<-2) or unchanged if fold change remained within the induced/repressed threshold upon stress. These genes are shown in red, green and grey respectively together with the percentage from the total genes considered.

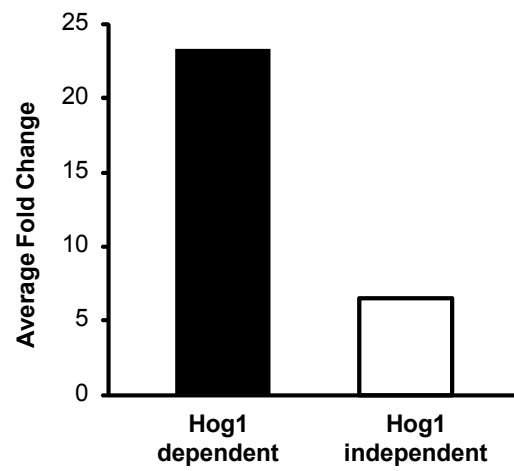

Fig S2 | Hog1-dependent genes have higher expression than Hog1-independent genes upon osmostress. Comparison of average fold change upon stress of Hog1-dependent (black) and independent (white).

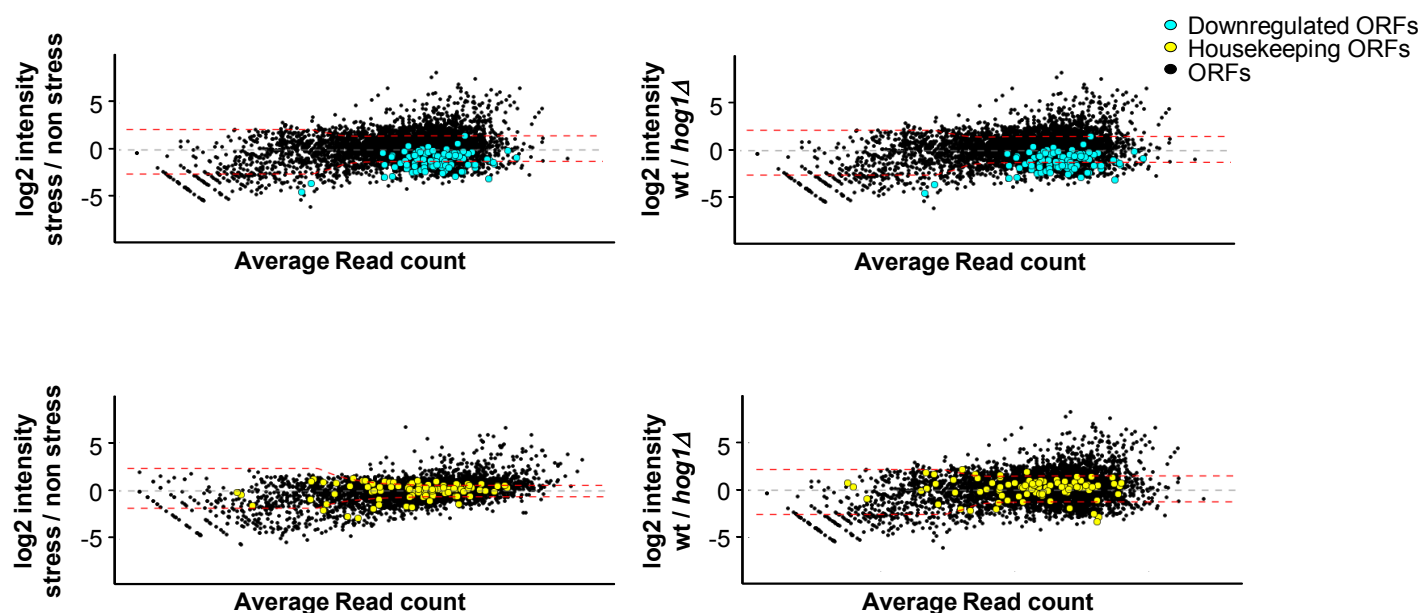

Fig S3 | MA Plots representing RNA Pol II in a subset of 100 genes (blue) whose expression is down-regulated upon more than two fold upon osmostress and a group of 100 genes (yellow) whose fold change upon stress remained unchanged (FC 1 to 1.1) Left panels show wild type RNA Pol II recruitment while right panels represent Hog1-dependent recruitment of RNA Pol II.

A

	Hog1 enrichment	region detail
RNA Pol II	300	
RNA Pol III	18	16 tRNAs<br>1 SCR1<br>1 RPR1
LTR	22	

B

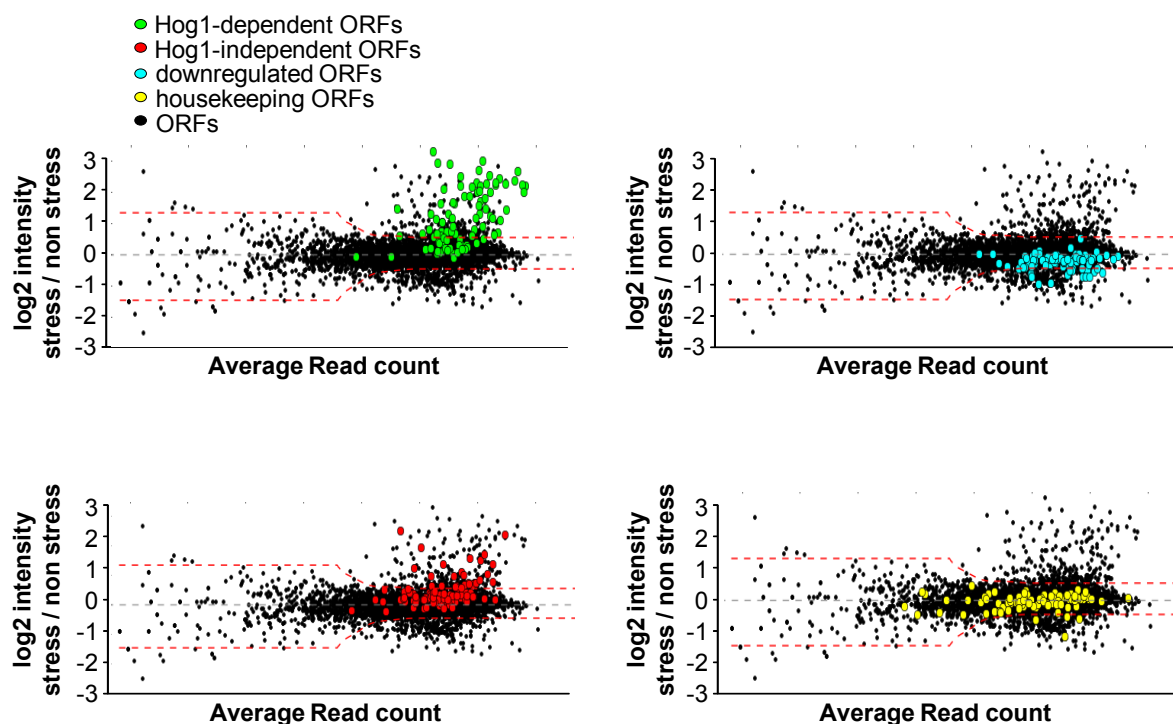

Fig S4 | A. Classification of Hog1 recruited genes or regions depending on their annotation in the SGD as RNA Pol II, RNA Pol III or Long Terminal Repeats (LTR). **B.** MA Plots representing Hog1 binding at the different sets of genes. A group of 100 Hog1-dependent genes are shown in green while 100 Hog1-independent genes are shown in red. In blue and yellow, sets of 100 genes that are downregulated and whose expression remains constant respectively as in Figure S3.

A

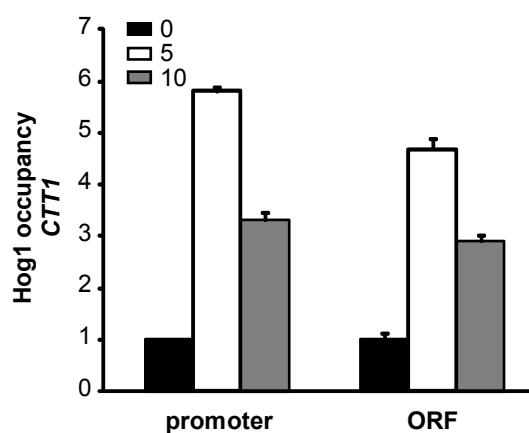

B

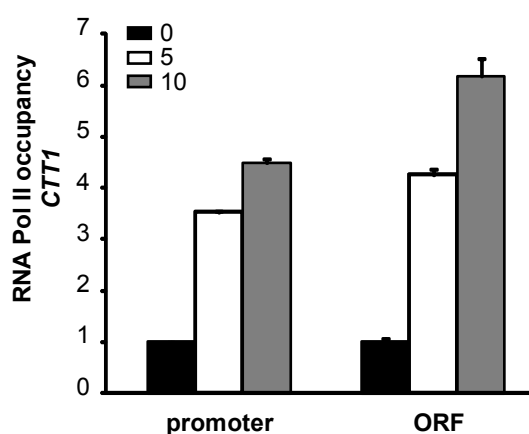

Fig S5 | Binding profile of Hog1 (**A**) and RNA Pol II (**B**) to *CTT1* osmo-responsive gene. Binding of Hog1 and RNA Pol II (Rpb1) validated by chromatin immunoprecipitation as in Figure 3D at the indicated regions of *CTT1* and times upon osmostress (0.4 M NaCl).

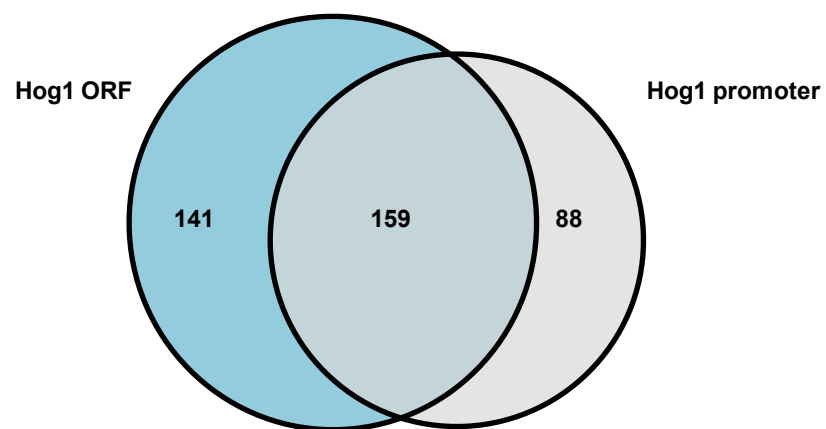

Fig S6 | Genome-wide distribution of Hog1. Venn diagram showing the number of genes in which the ORF and/or promoter (500 bp upstream of ATG) regions were occupied by Hog1 ($z\text{-score} > 4$).

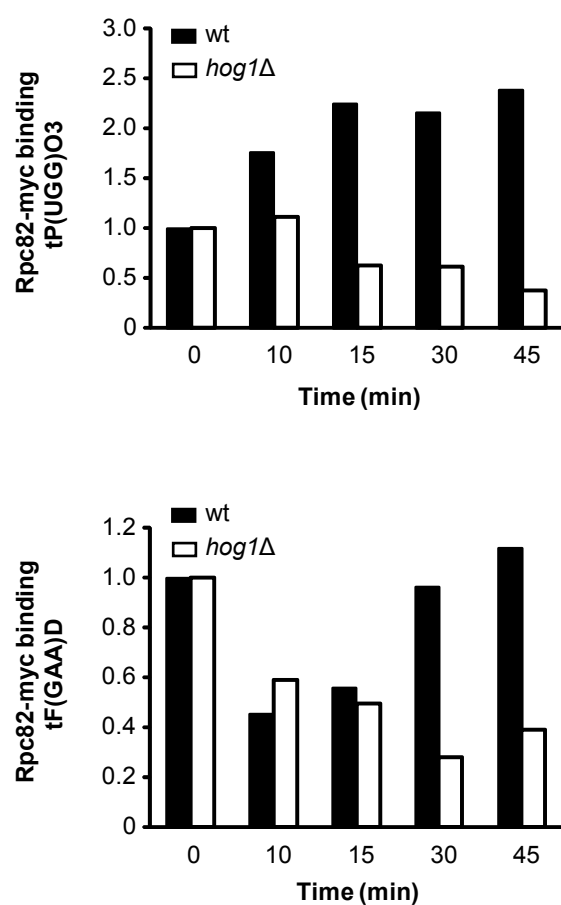

Fig S7 | Association of RNA PolIII to tRNAs upon stress depends on *HOG1*. Association of specific subunit of RNA Pol III (Rpc82-myc) was assessed by ChIP upon osmostress (0.4M NaCl) at the indicated times and tRNA loci. Conventional PCR was performed and results are shown as fold induction of treated versus non-treated (time 0) and normalized against internal loading control (*TEL1*).

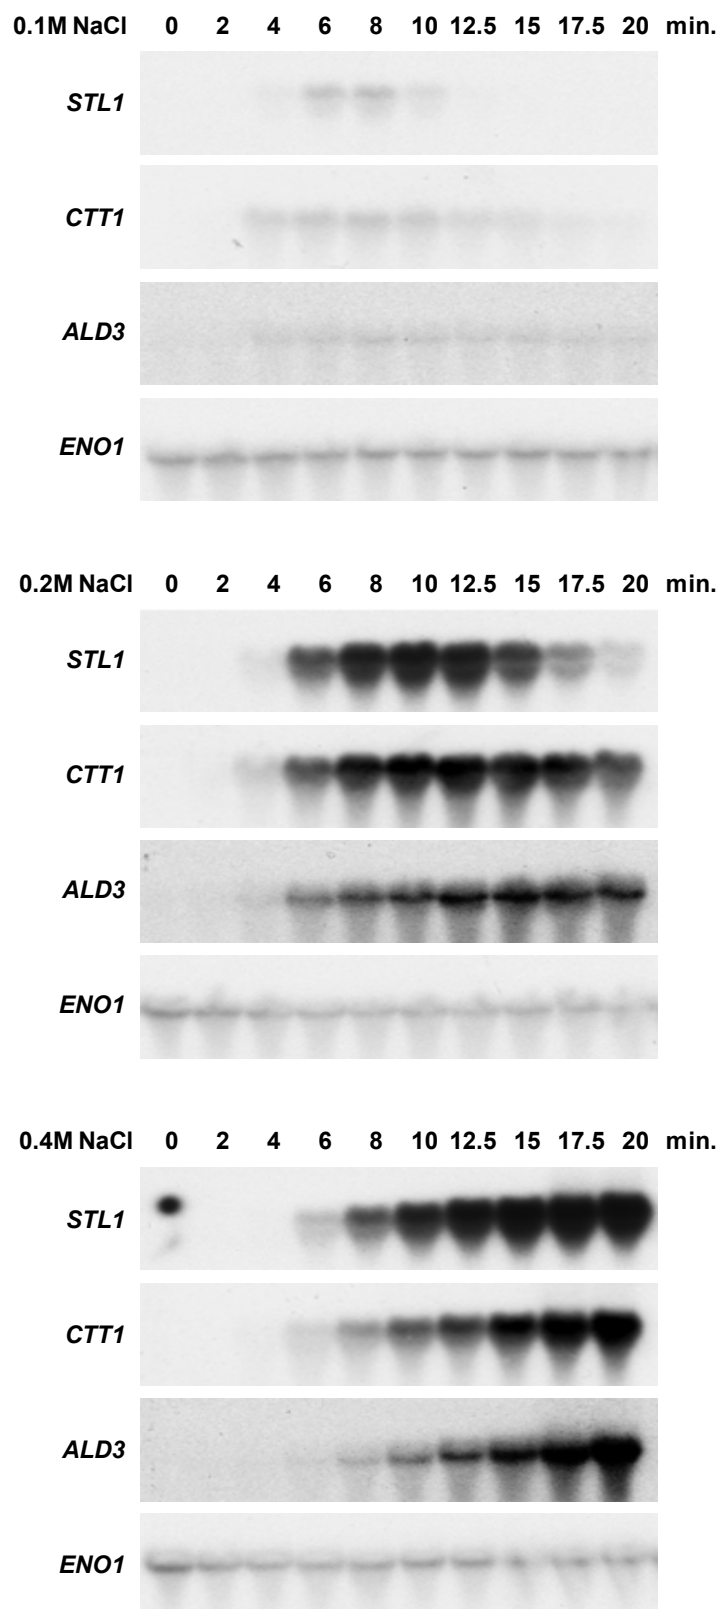

Fig S8 | Kinetics of dose response (0.1M, 0.2M and 0.4M NaCl) expression of different osmostress genes (*STL1*, *CTT1* and *ALD3*). Total RNA was extracted at the indicated times and concentrations. Expression of osmo-responsive genes was probed and normalized with *ENO1* as loading control.

A

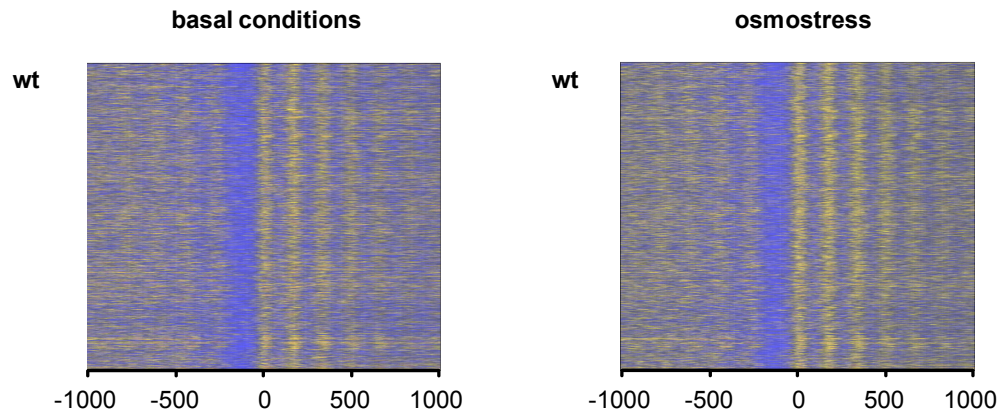

B

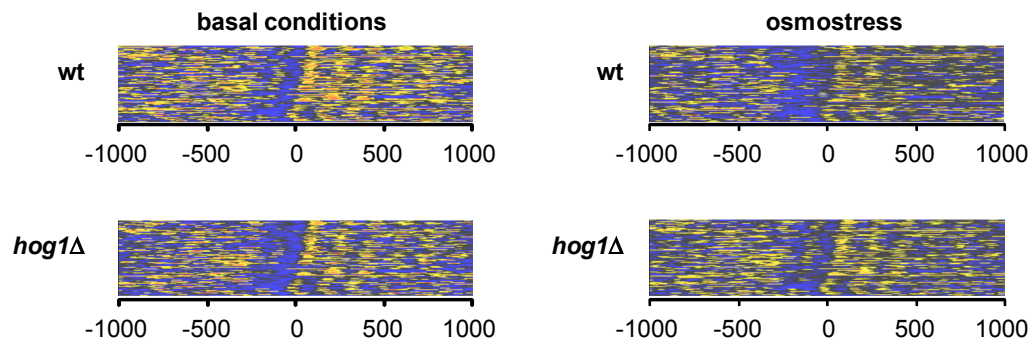

Fig S9 | Nucleosome occupancy maps determined by MNase-Seq genome-wide **(A)** and for Hog1-dependent genes (described in material and methods) in a *wild type* and *hog1* strains **(B)**. Coverage values of each position in the genome has been normalized, converted to reads per million (rpm) and represented in logarithmic scale. Genes (rows) are aligned by their TSS and sorted to maximize the correlation in 0 to 100 bp region. Blue, black, yellow and red indicate a low, medium, and high read density.

# Supplementary material for: Hog1 bypasses stress-mediated down-regulation of transcription by RNA polymerase II redistribution and chromatin remodeling
**Source:** Genome Biol. 2012 Nov 18;13(11):R106. doi: 10.1186/gb-2012-13-11-r106
**Supplement:** Additional file 2 — Supplemetary Table 1. List of all the genes considered in the manuscript as Hog1-dependent (top 100 Hog1-depedent osmoresponsive genes), Hog1-independent (top 100 Hog1-independent osmoresponsive genes) and a list of all osmoresponsive genes from the microarray analysis (see the 'Gene expression studies' section in Materials and methods for the criteria used to define the genes present in the list).

**Table 1.** List of genes in Hog1 dependent, Hog1 independent and total osmoreponsive genes.**Hog1 dependent genes**

|           |        |                                                       |
|-----------|--------|-------------------------------------------------------|
| YJL108C   | PRM10  | Pheromone-Regulated Membrane protein                  |
| YJR036C   | HUL4   | Hect Ubiquitin Ligase                                 |
| YLL026W   | HSP104 | Heat Shock Protein                                    |
| YLR149C   |        |                                                       |
| YLR177W   |        |                                                       |
| YLR251W   | SYM1   | Stress-inducible Yeast Mpv17                          |
| YLR270W   | DCS1   | DeCapping Scavenger                                   |
| YLR312C   |        |                                                       |
| YLR327C   | TMA10  | Translation Machinery Associated                      |
| YML100W   | TSL1   | Trehalose Synthase Long chain                         |
| YML128C   | MSC1   | Meiotic Sister-Chromatid recombination                |
| YML131W   |        |                                                       |
| YMR081C   | ISF1   | Increasing Suppression Factor                         |
| YMR105C   | PGM2   | PhosphoGlucoMutase                                    |
| YMR169C   | ALD3   | ALdehyde Dehydrogenase                                |
| YMR173W   | DDR48  | DNA Damage Responsive                                 |
| YMR196W   |        |                                                       |
| YMR250W   | GAD1   | Glutamate Decarboxylase                               |
| YMR291W   | TDA1   | Topoisomerase I Damage Affected                       |
| YNL036W   | NCE103 | NonClassical Export                                   |
| YNL194C   |        |                                                       |
| YNL195C   |        |                                                       |
| YNL274C   | GOR1   | GlyOxylate Reductase                                  |
| YNR002C   | ATO2   | Ammonia (Ammonium) Transport Outward                  |
| YOL048C   | RRT8   | Regulator of rDNA Transcription                       |
| YOL084W   | PHM7   | PHosphate Metabolism                                  |
| YOL151W   | GRE2   | Genes de Respuesta a Estres (stress responsive genes) |
| YOR019W   |        |                                                       |
| YOR028C   | CIN5   | Chromosome INstability                                |
| YOR052C   |        |                                                       |
| YOR134W   | BAG7   |                                                       |
| YOR161C   | PNS1   | pH Nine Sensitive                                     |
| YOR173W   | DCS2   | DeCapping Scavenger                                   |
| YOR178C   | GAC1   | Glycogen ACcumulation                                 |
| YOR348C   | PUT4   | Proline UTilization                                   |
| YOR374W   | ALD4   | ALdehyde Dehydrogenase                                |
| YPL061W   | ALD6   | ALdehyde Dehydrogenase                                |
| YPL230W   | USV1   | Up in StarVation                                      |
| YPR149W   | NCE102 | NonClassical Export                                   |
| YPR160W   | GPH1   | Glycogen PHosphorylase                                |
| YDR034W-B |        |                                                       |
| YER053C-A |        |                                                       |

## Hog1 independent genes

|           |      |                                         |
|-----------|------|-----------------------------------------|
| YJR149W   |      |                                         |
| YLL039C   | UBI4 | Ubiquitin                               |
| YLR081W   | GAL2 | GALactose metabolism                    |
| YLR099C   | ICT1 | Increased Copper Tolerance              |
| YLR152C   |      |                                         |
| YLR164W   | SHH4 | SDH4 Homolog                            |
| YLR174W   | IDP2 | Isocitrate Dehydrogenase, NADP-specific |
| YLR225C   |      |                                         |
| YLR267W   | BOP2 | Bypass Of Pam1                          |
| YLR345W   |      |                                         |
| YLR350W   | ORM2 |                                         |
| YLR446W   |      |                                         |
| YMR009W   | ADI1 | Acireductone Dloxygenase                |
| YMR031C   | EIS1 | EISosome                                |
| YMR034C   |      |                                         |
| YMR084W   |      |                                         |
| YMR206W   |      |                                         |
| YMR251W-A | HOR7 | HyperOsmolarity-Responsive              |
| YNL011C   |      |                                         |
| YNL077W   | APJ1 | Anti-Prion DnaJ                         |
| YNL159C   | ASI2 | Amino acid Sensor-Independent           |
| YNL160W   | YGP1 | Yeast GlycoProtein                      |
| YNR014W   |      |                                         |
| YOL014W   |      |                                         |
| YOR003W   | YSP3 | Yeast Subtilisin-like Protease III      |
| YOR049C   | RSB1 | Resistance to Sphingoid long-chain Base |
| YOR186W   |      |                                         |
| YOR220W   | RCN2 | Regulator of CalciNeurin                |
| YOR273C   | TPO4 | Transporter of POlyamines               |
| YOR289W   |      |                                         |
| YPL014W   |      |                                         |
| YPL247C   |      |                                         |
| YPR026W   | ATH1 | Acid TreHalase                          |
| YPR158W   | CUR1 | Curing of [URe3]                        |
| YDL130W-A | STF1 | STabilizing Factor                      |
| YBL029C-A |      |                                         |
| YPR036W-A |      |                                         |
| YOR020W-A |      |                                         |
| YLR361C-A |      |                                         |
| YGR161W-C |      |                                         |

**Total osmoresponsive genes**

|           |        |                                                    |
|-----------|--------|----------------------------------------------------|
| YPL240C   | HSP82  | Heat Shock Protein                                 |
| YPL247C   |        |                                                    |
| YPL258C   | THI21  | THIamine metabolism                                |
| YPL260W   |        |                                                    |
| YPL272C   |        |                                                    |
| YPL280W   | HSP32  | Heat-Shock Protein                                 |
| YPR005C   | HAL1   | HALotolerance                                      |
| YPR012W   |        |                                                    |
| YPR026W   | ATH1   | Acid TreHalase                                     |
| YPR030W   | CSR2   | Chs5 Spa2 Rescue                                   |
| YPR053C   |        |                                                    |
| YPR061C   | JID1   | DnaJ protein Involved in ER-associated Degradation |
| YPR065W   | ROX1   | Regulation by OXYgen                               |
| YPR080W   | TEF1   | Translation Elongation Factor                      |
| YPR127W   |        |                                                    |
| YPR149W   | NCE102 | NonClassical Export                                |
| YPR155C   | NCA2   | Nuclear Control of ATPase                          |
| YPR158W   | CUR1   | Curing of [URE3]                                   |
| YPR160W   | GPH1   | Glycogen PHosphorylase                             |
| YPR184W   | GDB1   |                                                    |
| YPR199C   | ARR1   | ARsenicals Resistance                              |
| YER039C-A |        |                                                    |
| YDR034W-B |        |                                                    |
| YOR298C-A | MBF1   | Multiprotein Bridging Factor                       |
| YBR085C-A |        |                                                    |
| YER053C-A |        |                                                    |
| YNR034W-A |        |                                                    |
| YDL085C-A |        |                                                    |

How the deposited data were processed for this re-analysis (not part of the article)

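Gene expression was measured on 3 two-colour arrays, 1 for each of 3 independent cultures of wild-type yeast (BY4741), with RNA from cells in 0.4 M NaCl (Cy3) set against RNA from untreated cells (Cy5) on the same array. The authors deposited 1 normalized value per spot and array, read here as the log2 ratio of stressed over untreated cells by the rule described above. The submitters' processing notes name limma, its version is not given in the sources used here, nor are the background correction, the normalization and any filter on spots, for which the paper refers to an earlier article. Spot intensities and scanner output were not analysed here, so dim spots could not be filtered and the brightness of spots could not be followed.

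Spots were named through the annotation of the array platform, and 3940 of its 4073 symbols were current in the R64 gene table, 129 were matched through a synonym and 4 kept the symbol of the platform. After 4 pairs of symbols that name 1 gene were merged, 4069 genes remained. The table of R64 was used for names and for the order of genes only. The values of the spots of a gene were averaged on each array, with no further normalization; the median SD between spots of a gene was 0.079, 0.093 and 0.090 on the 3 arrays. limma (version 3.58.1 in R 4.3.3) fitted an intercept to the 3 log2 ratios of each gene, followed by its empirical Bayes step, with two-sided p-values against no change and Benjamini-Hochberg adjustment over 4069 genes at a threshold of 0.05. Because both channels lie on 1 array, the array is already the block. Rose and fell are used of genes past this threshold. The procedure was tested on simulated data, in which 5 of 159 calls were false. Figures and counts were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

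Mean fold changes are arithmetic means of linear folds over genes on each array, given as mean and SD over the 3 arrays, and counts at fold thresholds of 1.75, 3, 2-fold lower and 1 to 1.1 use the mean log2 ratio of a gene. Fixed gene lists were tested with camera of limma against all other genes, at a preset correlation of 0.01 and with Benjamini-Hochberg adjustment over 23 lists of at least 5 measured genes. The lists were glycerol metabolism and transport, trehalose and glycogen metabolism, chaperones and heat shock proteins, oxidative stress defence, the pentose phosphate pathway and acetaldehyde oxidation, glycolysis and fermentation, hexose transporters and sensors, HOG pathway signalling, osmostress transcription factors, monovalent cation transport, pheromone response and mating, ergosterol synthesis, cyclins and cell cycle control, cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, subunits of RNA polymerases I, II and III and those shared between them, the RSC complex, histones and the proteasome. A further list holds the genes deleted in BY4741 (HIS3, LEU2, MET17 and URA3), of which HIS3 is deleted in part; their ratios were taken as a guide to background, which was not tested. No set or overlap test was run on the paper's osmoresponsive table, of which all but 1 of 662 ORFs were at hand.

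Named genes are those that the main text of the paper names in an expression, ChIP or blot experiment, the 15 highest and 15 lowest among genes past the threshold with the same sign on every array, up to 4 members of each list with the largest change past the threshold and the 1 largest member against most of its list, the 5 highest of the Hog1-dependent and of the Hog1-independent genes, and the deleted markers. The Hog1-dependent and Hog1-independent lists were compared by a permutation test with 100000 resamples. These tests, the lists, the rule for named genes and most alternatives were fixed before the data were examined; tests added later are named as such in the closing section. The alternatives were the centring and scaling of arrays, the median of spots, leaving out each replicate, robust empirical Bayes, a stricter threshold of 0.01, a test against a fold of 1.75, leaving out genes that span over 1 on the log2 scale, other kinds of mean over genes, other ways to count genes past a fold threshold, an estimated correlation and fry in place of camera. Unlike camera, fry tests a list against no change and not against all other genes. Counts and means over single spots, all of them or those that name a gene, were added after the values were seen.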

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

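The tests of RNA polymerase subunits in this part were chosen after the result was seen. The following lists have no member that the main text of the paper names in an expression, ChIP or blot experiment, although its supplementary gene tables hold members of some of them. They had a median further from 0 than any value of a gene deleted in BY4741 on any array (0.21 on the log2 scale), with adjusted p under 0.05 from both camera and fry of limma. The first bar sets a median over many genes beside single values of deleted genes. It is a rule for flagging and no measure of noise for these lists. No call by camera held with an estimated correlation, as given beside each list above, but with 3 arrays hardly any list could pass there. The median log2 ratio was 2.09 ± 0.07 (SD, n = 3) for trehalose and glycogen metabolism, and 0.85 ± 0.06 for chaperones and heat shock proteins. It was 0.24 ± 0.05 for hexose transporters and sensors, where a few genes such as HXT5 rose far beyond this median. It was -0.81 ± 0.11 for ribosome biogenesis, -0.64 ± 0.06 for subunits of RNA polymerase I and -0.78 ± 0.14 for subunits shared between RNA polymerases. It was -0.49 ± 0.17 for histones, -0.30 ± 0.06 for cyclins and cell cycle control, and -0.27 ± 0.04 for mitochondrial ribosomal proteins.

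The paper reports Hog1 at genes transcribed by RNA polymerase III. Of the enzyme's own 10 subunits that are not shared, 8 fell on these arrays. The 17 subunits of RNA polymerases I and III that are not shared had a mean log2 ratio of -0.64, against -0.16 for the 7 subunits of RNA polymerase II that are not shared, a difference of -0.48. An exact two-sided permutation test of the labels over the 24 subunits, which treats genes as independent, gave p = 0.0332. The 5 subunits that RNA polymerase II shares with the other enzymes fell to a mean of -0.85. With all shared subunits counted on the side of the polymerase they are in, the difference over 31 subunits was -0.25 (p = 0.216, permutation test with 100000 resamples). Whether the genes of RNA polymerases I and III fell further than those of RNA polymerase II therefore stays open, and the tests were run on the data in which the difference was noticed.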

How the results depend on the processing

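The counts and means over single spots and the turning of signs were chosen after the values were seen; the other alternatives were set before. Called genes numbered 777 to 1282 (rose) and 695 to 1340 (fell) when 1 replicate was left out, against 1093 and 1135, with the fewest without replicate 2. Tested against a fold of 1.75, limma called 204 genes higher and 98 lower. Only 34 genes were between 1 and 1.1 on every array, against 486 by the mean. By geometric mean and by the mean over arrays of the median on each array, the fold was 3.28 and 2.41 for osmoresponsive genes, 0.928 and 0.952 for other genes, and the ratio of Hog1-dependent to Hog1-independent genes 2.93 and 2.86. For the other genes, signed folds gave -0.249, on a scale that has its middle at 0 and not at 1, so the negative sign is no change of direction from 0.982. Over all spots divided by 7 spots per gene, the counts were 680.1 over 1.75, 269.4 over 3 and 922.0 between 1 and 1.1. Over the spots that name a gene they were 385.0, 135.4 and 466.0. What the unnamed spots measure is not known here, so the counts over all spots are not counts of genes. The mean fold of the spots not over 1.75 was 1.00, or -0.148 as signed folds, against 0.984 and -0.250 over those that name a gene. With an estimated correlation, all 17 lists called by camera lost the call at unchanged medians, at adjusted p from 0.286 to 0.780: glycerol 0.90, trehalose and glycogen 2.09, chaperones 0.85, oxidative stress 0.30, pentose phosphate 0.78, glycolysis 0.79, hexose transporters 0.24, cation transport 0.51, cyclins -0.30, cytosolic ribosome 0.14, mitochondrial ribosome -0.27, ribosome biogenesis -0.81, polymerase I -0.64, polymerase III -0.50, shared subunits -0.78, histones -0.49 and proteasome 0.22. The estimated correlation was below the preset 0.01 for polymerase I (-0.130), histones (-0.039), shared subunits (-0.037) and cyclins (-0.012). It was above 0.01 for the other called lists. Loss of the call thus did not need a higher correlation. With 3 arrays, camera in this setting has so few degrees of freedom that hardly any list could pass. Fry asks another question than camera, since it tests a list against no change. By fry, osmostress transcription factors (median 0.25, adjusted p = 0.00524) and polymerase II (-0.16, 0.0346) passed. The cytosolic ribosome (0.14, 0.328) and the proteasome (0.22, 0.0520) did not. With 1 replicate left out, medians ranged from -0.52 to -0.39 for histones, whose call was lost each time. They ranged from -0.34 to -0.25 for cyclins, 0.019 to 0.26 for the cytosolic ribosome, -0.27 to -0.21 for the mitochondrial ribosome and 0.18 to 0.25 for the proteasome, whose calls were lost without replicate 2 and without replicate 3. For osmostress transcription factors the range was 0.20 to 0.29, and the list passed without replicate 2 (adjusted p = 0.0104) and without replicate 3 (0.00727). Apart from the spots, the causes of these changes were not tested. Of 125 named genes, 9 lost the call without replicate 2 or 3 (HOG1, RPC82, SSE1, GSH1, HXT8, RSC2, RSC3, RSC4 and RPN2). Without replicate 1, centring, scaling, the median of spots and robust empirical Bayes changed no call of a named gene; the threshold of 0.01 and the test against a fold of 1.75 were not run for them. Centring, scaling, the median of spots and robust empirical Bayes, where run, changed no call of a list, moved no count by over 1.5 times and moved no mean fold by over 1 SD. Not run were robust empirical Bayes for lists, since camera was run without that step, the choice between probes naming 1 or several genes, since none named several, the removal of overlapping ORFs, since the coordinates of the array's design were not used, and the planned test of neighbours against other osmoresponsive genes, since the table at hand lacks 1 ORF. No paired analysis was possible because there is only 1 group of arrays and each array already pairs its own channels. Turning the sign of 1 array left at most 0 called genes against 2228, but 4 sign patterns, of which 1 reaches the real count, are too few for a share under 0.05. Signal over background was not analysed here.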

Differences from the paper's values

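The paper gives a 0.16-fold reduction for the ORFs outside the osmoresponsive group. Read as 1 minus the mean fold, the value here is 0.018 over the 3684 named genes. Of the alternatives set before the data were examined, the geometric mean gave 0.072, the median over genes 0.048, and centring, scaling, the median of spots and leaving out a replicate 0.010 to 0.024, all apart from the paper's value. Figure 1a draws this bar below 0, where a mean of ratios cannot lie, which fits a mean of signed folds, although the paper does not name the scale. On that scale the value here was -0.249 ± 0.032 (SD, n = 3), of the same sign and still apart from the paper's 0.16 by more than the spread. A mean of signed folds over all spots not over 1.75-fold, named or not, chosen after the values were seen, was -0.148 ± 0.027 and within its spread of the paper's value, against -0.250 ± 0.025 over the spots that name a gene. It names no genes, so none of the paper's called ORFs can be followed in it. The mean fold of the same spots was 1.00.

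The paper counts 662 ORFs over a fold change of 1.75 and 320 over 3, against 380 and 132 here at the same thresholds. The counts here cover the 4069 named genes and the paper's all ORFs on the array, so ORFs of its table without a name could not be counted. Of the table's ORFs, 385 carry a name here. Of these, 376 were over 1.75 and 9 were not, and 4 genes outside the table exceeded it. Among named genes, the group over 1.75 was thus nearly the paper's own, which was chosen on these arrays. The paper's group over 3 was not compared gene by gene. The alternatives set before the data were examined also cover named genes only. None of them came within 1.5 times of either count, with 288 to 399 genes over 1.75 and 112 to 140 over 3. Over all spots, named or not, divided by 7 spots per gene, which was chosen after the values were seen, the counts were 680.1 and 269.4. Over the spots that name a gene they were 385.0 and 135.4. The count over all spots drops none of the paper's ORFs by name, since it names none. What the unnamed spots measure is not known here, so it may also include spots for no ORF.

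The paper chose its Hog1-independent genes from its osmoresponsive and NaCl groups with the help of an earlier study, and also counted as independent those genes with Hog1 at their coding region whose expression was not held to depend on Hog1, a route by which genes outside the osmoresponsive table may have entered. Of the 100 listed, 84 are in its osmoresponsive table, and of the 16 that are not, the 6 named ones had fold changes from 1.36 to 1.63 here. All 100 Hog1-dependent genes are in the table. The ratio of Hog1-dependent to Hog1-independent genes was 4.30 when only the Hog1-independent genes in the table were used, against 4.74.

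The paper treats PMA1 as a housekeeping gene and defines that class by an unchanged expression upon osmostress. Its own data on PMA1 are RNA Pol II occupancy by ChIP and ChIP-Seq, lost and then recovered, with no mRNA value. Measure and time thus differ from those of the mRNA ratio here. By that ratio, PMA1 rose 1.47-fold (log2 ratio 0.56 ± 0.23, SD, n = 3, adjusted p = 0.00374 from limma). STL1, the paper's example of an osmoresponsive gene, rose 263-fold. A dye bias was not excluded for PMA1. Its ratio is relative to the median gene, so it does not show more PMA1 mRNA per cell.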

Other observations

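In this part, the tests of explanations for glycolytic and reference genes, for the array difference of ribosomal protein genes and for spots without a gene name were chosen after the result was seen; the tests of lists, genes and neighbours were set before. Glycolytic genes rose nearly as a group: of 20, 19 rose, none fell and 1 did not pass (20 rose when adjusted over the list alone), with a median log2 ratio of 0.79 and adjusted p = 1.22e-07 from camera of limma (adjusted p = 0.286 with an estimated correlation). The hexokinase and glucokinase genes HXK1 (9.99-fold) and GLK1 (8.85-fold) led the list, and TDH3 (2.27-fold) and PGK1 (2.24-fold) followed. Of 16 genes of monovalent cation transport, 11 rose and 2 fell, also when adjusted over the list alone (adjusted p = 0.00725, and 0.461 with an estimated correlation). The sodium pump gene ENA1 rose 5.43-fold and HAL1 3.26-fold, while the potassium transporter gene TRK1 fell by 1.28 on the log2 scale; ENA1 and ENA2 (3.45-fold) are near-identical and their spots may measure both. Of 13 osmostress transcription factors, 6 rose, 4 fell and 3 did not pass (7 rose and 4 fell when adjusted over the list alone; adjusted p = 0.117), with CIN5 at 26.5-fold and MSN2 at 3.65-fold, and SKO1, which encodes a repressor under Hog1, fell by 0.60. Of 22 genes of the HOG pathway itself, 8 rose and 7 fell, also when adjusted over the list alone (adjusted p = 0.942 from camera). Over all 4069 genes 26.9% rose and 27.9% fell, so these counts do not set the pathway apart. The osmosensor genes MSB2 and HKR1 stood at -1.43 and -1.26, whereas RCK1 rose by 1.43, SSK1 by 1.06 and HOG1 by 0.42, the last with adjusted p = 0.137 without replicate 2.

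Of 33 proteasome genes, 11 rose, 1 fell and 21 did not pass (8 rose and 1 fell when adjusted over the list alone), with RPN4, which encodes their transcription factor, at 2.29-fold (adjusted p = 0.0142 for the list, and 0.478 with an estimated correlation, 0.338 without replicate 2 and 0.619 without replicate 3). Of 25 genes of pheromone response and mating, 9 rose and 7 fell (10 and 7 when adjusted over the list alone; adjusted p = 0.942; the median was below 0 and the test's direction above it), with FUS1 at 2.34-fold and FAR1, which encodes an inhibitor of the cyclin-dependent kinase, at -1.83 on the log2 scale. Of 25 genes of ergosterol synthesis, 5 rose and 5 fell, also when adjusted over the list alone (adjusted p = 0.942), with ERG4 at 1.02 and ERG5 at -0.84. Of 16 RSC genes, 1 rose (RSC9, 0.66) and 4 fell (1 rose and 1 fell when adjusted over the list alone; adjusted p = 0.817); of these, RSC2, RSC3 and RSC4 at -0.39, -0.43 and -0.35 lost the call without replicate 2, RSC2 at adjusted p = 0.149, RSC3 at 0.0865 and RSC4 at 0.123, and RSC2 and RSC4 also without replicate 3. The deleted markers lay at 0.03 for MET17, -0.01 for HIS3, -0.05 for URA3 and -0.06 for LEU2, and none of the 4 passed. Among the 8 measured genes that the main text of the paper names in an expression, ChIP or blot experiment, 6 rose and 2 fell, also when adjusted over the list alone; RPC82, a subunit of RNA polymerase III, fell by 0.44 (adjusted p = 0.0654 without replicate 2).

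Several transcripts that often serve as references rose relative to the median gene. ENO1 rose 1.71-fold (log2 ratio 0.77 ± 0.19, SD, n = 3, adjusted p = 0.000522 from limma) and is itself in the paper's osmoresponsive table, while the paper's northern blots use it as a loading control; PMA1 rose too, and so did ACT1 at 1.97-fold and TEF1 at 2.06-fold, both singled out after their values were seen. A dye shift common to all spots and left after normalization would also move the deleted markers. Their median was -0.033, and no value of theirs on any array exceeded 0.21 in size. Because these genes are deleted in whole or in part, their spots may show background only. They therefore cannot decide on a dye effect in expressed genes such as PMA1. A dye bias that depends on spot brightness cannot be told apart from a change in mRNA, because all 3 arrays carry the dyes the same way and intensities were not analysed here. The median of the glycolytic genes lay 0.65 above that of the cytosolic ribosomal protein genes, which are also abundantly expressed. A change in mRNA upon osmostress stays open as well. The median gene lay near 0 on each array, and a change shared by all transcripts would not appear in these ratios. The rises of the reference genes therefore do not show more of their mRNA per cell.

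Cytosolic ribosomal protein genes differed between arrays. Of 136, 40 rose, 9 fell and 87 did not pass (38 and 7 when adjusted over the list alone; adjusted p = 0.0217 from camera, and 0.780 with an estimated correlation, 0.389 without replicate 2 and 0.874 without replicate 3), with RPL16B at 2.37-fold, RPP0 at 2.34-fold and RPL22B at -1.68 on the log2 scale, and paralogous pairs may share their spots. The median of the list was -0.10, 0.14 and 0.33 on replicates 1, 2 and 3, and the median gene stood 0.44 higher on replicate 3 than on replicate 1. An offset of whole arrays left in these values would not give this difference, since the median of all genes differed by -0.022 between these arrays. The ratios were deposited normalized, so this median cannot decide on an offset before that step. A brightness trend that differs between arrays cannot be told apart from a difference between the cultures, because intensities were not analysed here; the glycolytic genes differed by -0.20 in the median, with 11 of 20 below 0.

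The paper names nearness to a Hog1-dependent gene as a possible reason for Hog1 at Hog1-independent loci. The hypothesis that genes beside a Hog1-dependent gene are induced with it was tested on the order of protein-coding genes in the R64 table. Of 180 direct neighbours of the 100 Hog1-dependent genes, 116 were measured, and 50 rose, 26 fell and 40 did not pass. Their mean log2 ratio was 0.23 against 0.01 for 3897 other genes, a difference of 0.22 ± 0.01 (SD, n = 3; p = 0.00040, two-sided permutation test over genes, 100000 resamples). Of 39 divergent neighbours, 23 were measured, and 12 rose, 4 fell and 7 did not pass, with a difference of 0.53 ± 0.02 (p = 0.00045, same permutation test). Among them were MCR1 at 2.70, FIT1 at 2.59 and YAP1802 at 1.50 on the log2 scale, singled out after their values were seen, and 9 of the 23 are in the paper's osmoresponsive table, as are 24 of the 116 direct neighbours. The median was 0.27 for divergent neighbours against -0.02 for other genes, and 0.13 for direct neighbours against -0.02. Outside the table, the mean was -0.043 for direct neighbours against -0.110 for other genes, and -0.061 for divergent neighbours against -0.108. The neighbours in the table therefore carry most of both differences. Neighbours outside the table did not lie above 0 on average and were not tested apart. Both permutation results met the prediction, but only for neighbours taken together with those in the osmoresponsive table. The test treats genes as independent, does not separate neighbours with Hog1 sites of their own, and does not show that divergent neighbours differ from other neighbours.

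Whether the spots without a gene name account for the distance between the signed mean of -0.249 and the bar of Figure 1a was tested on single spots not over 1.75-fold. Over the spots that name a gene the signed mean was -0.250 ± 0.025 (SD, n = 3), and with the unnamed spots added it was -0.148 ± 0.027, which is in line with that explanation. Among spots not over 1.75-fold, 56.1% of those with a gene name were below 1, 44.7% of those without, and 52.0% of all. On the scale of signed folds, values jump from -1 to 1, so the mean of a set with nearly as many ratios above as below 1 lies near 0.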
